# Lymphatic Endothelial Cell Activation and Dendritic Cell Transmigration Is Modified by Genetic Deletion of Clever-1

**DOI:** 10.3389/fimmu.2021.602122

**Published:** 2021-03-04

**Authors:** Sina Tadayon, Johannes Dunkel, Akira Takeda, Dominik Eichin, Reetta Virtakoivu, Kati Elima, Sirpa Jalkanen, Maija Hollmén

**Keywords:** dendritic cells, lymphatics, lymphatic vessels, traffic, migration, immunosuppression

## Abstract

Clever-1 also known as Stabilin-1 and FEEL-1 is a scavenger molecule expressed on a subpopulation of anti-inflammatory macrophages and lymphatic endothelial cells (LECs). However, its role in regulating dendritic cell (DC) trafficking and subsequent effects on immunity have remained unexplored. In this study, we demonstrate that DC trafficking from the skin into the draining lymph nodes is compromised in the absence of Clever-1. By adoptive transfer approaches we further show that the poor trafficking is due to the impaired entrance of DCs into afferent lymphatics. Despite this, injections of ovalbumin-loaded DCs into the footpads induced a stronger proliferative response of OT II T cells in the draining lymph nodes. This could be explained by the increased MHC II expression on DCs and a less tolerogenic phenotype of LECs in lymph nodes of Clever-1 knockout mice. Thus, although fewer DCs reach the nodes, they are more active in creating antigen-specific immune responses. This suggests that the DCs migrating to the draining lymph node within Clever-1 positive lymphatics experience immunosuppressive interactions with LECs. In conclusion, besides being a trafficking molecule on lymphatic vasculature Clever-1 is immunosuppressive towards migrating DCs and thus, regulates the magnitude of immune responses created by incoming DCs in the draining lymph nodes.

## Introduction

To initiate an effective adaptive immune response or tolerance, dendritic cells (DCs) among other leukocytes, migrate from the periphery to the draining lymph nodes (dLNs) *via* the afferent lymphatic vessels. In contrast to other cells, only lymphocytes can leave the nodes *via* the efferent lymphatics and exert their immune functions elsewhere in the body. DC trafficking from the periphery to the draining lymph nodes through lymphatic vessels and their ability to carry and present antigens in the node is an essential element in the induction of the immune response within the lymph nodes (1–4). It has been shown that chemokines and their receptors, adhesion molecules and integrins expressed on lymphatics are involved in DC transmigration into lymphatic vessels and their migration towards the dLNs. To date, a few molecules on lymphatic endothelial cells (LECs) have been identified to be responsible for dendritic cell migration within the afferent lymphatics. They include sphingosine 1 phosphate, CD31, CD99, Semaphorin 3A, Podoplanin, LYVE-1, and chemokines such as CCL21 and CXCL12. In inflammatory conditions, also ICAM-1, VCAM-1, ALCAM, D6, and CX3CL1 on lymphatics contribute to the trafficking of dendritic cells (5–8). In addition to DCs, LECs of dLNs play an essential role in regulating both tolerance and immunity. Even though LECs do not express co-stimulatory molecules such as 4-1BBL, CD86, and CD80, they endocytose antigens, cross-present MHC I antigens and express PD-L1 and MHC II molecules (4).

Clever-1 is a scavenger receptor expressed on both afferent and efferent arms of the lymphatic vasculature and it has been demonstrated to be involved in lymphocyte and cancer cell trafficking within the lymphatics (9–11). Moreover, Clever-1 mediates trafficking of B cells and CD8 positive T cells into the splenic red pulp, but not significantly to other lymphatic organs *via* blood vasculature in normal conditions (12). However, it is also induced in the flat walled endothelium at sites of inflammation and in certain cancers (9, 12, 13). However, its role in DC trafficking from the periphery into the dLN *via* the lymphatic vessels as well as its role on lymphatics in modulating immune responses in the dLN have not been previously explored. In this work, we utilized Clever-1 KO mice and tested DCs trafficking *via* skin draining lymphatic vessels and compared that to the trafficking of DCs in wild type (WT) mice. Moreover, we studied antigen-specific immune responses in the dLNs in a delayed-type hypersensitivity (DTH) model. The Clever-1 KO mice showed impaired DC transmigration into the skin draining lymphatics that subsequently resulted in lower numbers of DCs in the dLNs. Despite impaired DC trafficking, the antigen-specific immune response was normal in KO mice. We also analyzed the characteristics of the lymphatics of dLNs in Clever-1 KO mice and their WT controls at steady-state and inflammation using RNA sequencing. LECs of LNs lacking Clever-1 has a more proinflammatory phenotype than their WT controls at steady state, explaining the normal level of the antigen-specific immune response, despite impaired DC trafficking into the dLNs.

## Materials and Methods

### Study Design

This study examined the role of Clever-1 on lymphatic endothelium in regulating the traffic of DCs into the draining lymph nodes and the consequences of Clever-1-dependent interaction between DCs and lymphatics on the activity status of the migrating DCs. Both adoptively transferred and endogenous DCs and Kikume and CD11c^+^-YFP^+^ reporter mice were used in the migration studies and entrance of DCs into the lymphatics was visualized using advanced microscopy. T cell responses against footpad injected ovalbumin were analyzed in the dLNs. To find the reason for the aberrant behavior of DCs with lymphatics, RNAseq analyses were performed for lymphatic endothelial cells of Clever-1 WT and KO mice. Moreover, the contribution of Clever-1 on lymphatics and blood endothelium was analyzed in OXA-induced skin inflammation (contact-induced hypersensitivity model).

### Mice

Clever-1 KO mice with a mixed C57BL/6N and 129SvJ background were generated as previously described (10) and used with their WT controls (both sexes in a randomized fashion) at an age between 6 and 12 weeks. DsRed mice [B6.Cg-Tg(CAG-DsRed*MST)1Nagy/J] carrying a red fluorescent reporter protein as a transgene were from the Jackson Laboratory (stock number 006051). Balb/C mice were from Janvier and Charles River, CD11c^+^-YFP^+^ mice from Jackson and Kikume mice (14) from Prof. Masayuki Miyasaka, Osaka University. All animal experiments were approved by The Finnish Act on Animal Experimentation (62/2006); animal license number 5762/04.10.07/2017 and 12537/2020).

### Immunohistochemistry

To examine the cell populations of dLN and Clever-1 expression, frozen dLN sections were stained with antibodies specific for CD3 (BD Biosciences), B220 (eBioscience), MHCII (eBioscience), LYVE-1 (eBioscience), Clever-1 (9–11, recognizing both mouse and human Clever-1 (15). To evaluate the structure of lymphatic vessels as well as entry of DCs into the lymphatics, ear sheets were stained with antibodies specific for Podoplanin (BioLegend, 127410) and LYVE-1 (eBioscience). Thereafter, the entire sections were imaged using 3i spinning disk confocal microscopy (Carl Zeiss SAS, Jena, Germany), Zeiss LSM 780 or LSM 880 confocal microscope equipped with ZEN imaging software (both from Carl Zeiss SAS, Jena, Germany). Images were analyzed using ImageJ software (Rasband, W.S., ImageJ, U.S. National Institutes of Health, Bethesda, MD, USA) or Imaris 8 (Bitplane Inc).

### Microlymphography

To evaluate the function of lymphatic vessels in WT and KO mice tetramethylrhodamine (TRITC)–dextran (molecular weight, 2 million Da; Sigma) was intradermally injected into the ear tip and its distribution was instantly imaged under fluorescence microscopy (Leica).

### FITC Skin Painting

One percent FITC in 1:1 acetone: dibutyl phthalate was painted on the dorsal side of the ears of WT and KO mice. Ear-draining auricular LNs were collected for analysis 20 and 48 h after the painting. dLNs were digested for 30 min in 100 micrograms/ml DNase I and 0.5 mg/ml Collagenase P at 37°C. EDTA was added for the final 5 min incubation. The single-cell suspensions were stained for flow cytometry: CD45-BV650, CD103-PE, CD11c-PerCP-Cy5.5 or CD11C-VB421, CD11b-eFluor450 or CD11b-APC-Cy7, and MHC II-PE-Cy7 or MHC II- PerCP-eFluor 710 (all from BD Biosciences) for 20 min, washed and fixed with 4% PFA. Thereafter, the cells were washed with 0.5% saponin buffer and stained with Langerin-Alexa Fluor 647 (Dendritics, 929F3.01) for 20 min at RT. The samples were measured with LSR Fortessa flow cytometer (BD) and analyzed with FlowJo software (Treestar). Dendritic cell populations were defined among CD11c+MHCII^hi^ events as follows: Langerin^+^CD103^-^ (Langerhans cells), Langerin^+^CD103^+^ (CD103^+^ dermal dendritic cells, DDC), Langerin^-^CD11b^+^ (CD11b^+^ DDC) and Langerin^-^CD11b^-^ (double negative DDC).

### Dendritic Cell Injections

Bone marrow cells from CAG-DsRed reporter mice were cultured with recombinant murine GM-CSF (PEPROTECH) and matured with LPS (Sigma) as previously described (16). 1 ✕ 10^5^ fluorescent DCs in 25 µl PBS were injected subcutaneously into footpads of WT and KO mice. Mice were sacrificed 20 h after the injections and single-cell suspensions of the draining lymph nodes were stained for flow cytometry: CD45-PE, CD11c-FITC and MHCII-PE-Cy7 (all from BD Biosciences) for 20 min on ice. Samples were analyzed as described above. Adoptively transferred DCs were defined as follows: CD45^+^CD11c^+^MHCII^hi^DsRed^+^.

For visualizing the trafficking of adoptively transferred BMDCs in the ear dermis, 2.5 ✕ 10^5^ matured CFSE-labeled BMDCs were intradermally injected into the ear of WT and KO mice followed by application of 2% OXA. One day later, the mice were sacrificed, dorsal and ventral portions of the ear were separated, fixed with 4% PFA, permeabilized with 0.1% Triton and stained with conjugated primary antibodies against Lyve-1 (eBioscience) and Podoplanin (BioLegend).

Confocal Z-stack images of whole-mount ears were acquired using 3i spinning disk confocal microscopy (Carl Zeiss SAS, Jena, Germany) or LSM 880 confocal microscope equipped with ZEN imaging software (Carl Zeiss SAS). To quantify the number of luminal DCs, 3D images were constructed by using Imaris 8 (Bitplane Inc) and the number of FITC^+^ DCs transmigrated inside the lumen versus those located in the vicinity of lymphatic vessels were counted.

### Split Ear Assays

Dorsal and ventral portions of the ear were manually separated and dorsal portions were discarded. CD11c^+^-YFP^+^, DsRed^+^ or WT LPS-matured BMDCs were generated as described and purified with the pan-dendritic cell isolation kit (Miltenyi). Matured BMDCs were incubated on the ventral portion of the ear for 20 min. Thereafter, the non-adherent cells were washed away and incubation was continued in fresh medium for 2 h at 37°C in 5% CO2. The ear sheets were fixed with 4% PFA and stained with conjugated primary antibodies against Podoplanin (BioLegend) and LYVE-1 (eBioscience). The whole-mount ear sections were imaged using 3i spinning disk confocal microscopy (Carl Zeiss SAS), Zeiss LSM 780 or LSM 880 confocal microscope equipped with ZEN imaging software (both from Carl Zeiss SAS). The length of lymphatic vessels, as well as the number of DCs colocalized with the lymphatic vessels, were counted using ImageJ software.

### Ovalbumin-Specific T Cell Response Model

To evaluate OT II T cell response in the presence of a soluble antigen, 5.5 ✕ 10^4^ LPS activated WT BMDCs were loaded with 2.5 µg/ml of OVA_323-339_ peptide (SSINFEKL) and after vigorous washes injected into the footpad of Clever-1 WT and KO mice. One day later, OT II splenocytes were first labeled with 5 µM Vybrant CFDA SE Cell Tracer (CFSE; Thermo Fisher Scientific) according to the manufacturer’s instructions. 5 ✕ 10^6^ CFSE-labeled splenocytes in 200 µl of PBS were intravenously injected into the WT and KO mice. The popliteal draining LNs and inguinal distal LNs were collected 48 h later, single-cell suspensions were prepared and OT II T cell proliferation was evaluated by measuring CFSE dilution among the OT II CFSE labeled cells using flow cytometry. Single-cell suspensions were stained for flow cytometry: CD45-APC-Cy7, CD3-Alexa Fluor 647, B220-BV421, and CD4-APC-cy7 (all from BD Biosciences) for 20 min on ice. Samples were measured and analyzed as described above.

To analyze the uptake of OVA in the dLN, 5 mg/ml of DQ-OVA (Thermo Fisher Scientific) was subcutaneously injected into the hind footpad of WT and KO mice. The draining popliteal LNs were collected 90 min later and embedded in OCT blocks. Frozen sections of LNs were analyzed for the presence of digested DQ-OVA that emits in the green spectrum.

### Contact Hypersensitivity Model

Mice were first sensitized on the shaved belly (50 µl) and each paw (5 µl) with 2% OXA (4-ethoxymethylene-2-phenyl-2-oxazoline-5-one; Sigma-Aldrich) in acetone/olive oil (4:1 volume/volume). Five days later, the mice were challenged by topical application of 10 µl of 1% OXA solution on each side of the ear. The ear measurements were performed from 1 to 8 days after the OXA challenge. Non-Inflamed control and inflamed ear-skin were collected and digested with whole skin dissociation kit (Miltenyi Biotec) according to the manufacturer’s instructions. The single-cell suspensions were stained for flow cytometry: CD45-eFluor 700, CD3-FITC, CD4-APC-Cy7, CD8a-BV650, CD11c-BV421, MHC II-PerCP-eFluor 710, CD103-Bv510, CD25-APC, CD11b-PE (all from BD Biosciences), and CD25-APC (eBioscience) for 20 min on ice. For Langerin staining, samples were fixed with 4% PFA, washed with permeabilizing buffer (eBioscience) and finally stained with Langerin-Alexa Fluor 647 (Dendritics) for 20 min at RT. For Foxp3 staining, samples were fixed and permeabilized with Transcription Factor Staining Buffer Set (eBioscience) according to the manufacturer’s instruction and stained with Foxp3-PE-CF594 (BD Biosciences). Samples were measured and analyzed as described above.

In another set of CHS experiments, mice were sensitized with 2% OXA as described above. Five days later, single-cell suspensions of skin-draining axillary and inguinal LNs (10 million cells in 160 µl of PBS) were injected *via* the tail vein of the recipients. Alternatively, T cells were isolated by T cell isolation kit (EasySep™) and 10 million isolated T cells in 160 µl of PBS were injected *via* the tail vein. One hour later, the mice were challenged by topical application of 10 µl of 1% OXA solution on each side of the ear. The ear measurement was performed 1 and 2 days after the OXA challenge.

### Bone Marrow Transplantations

To generate bone marrow chimaeras, C57BL/6N Clever-1^-/-^ and their WT control were irradiated twice with 5 Gy (Faxitron Multirad 350) using 3-h intervals followed by injections of 10 X 10^6^ bone marrow cells collected either from KikGR photoconvertible transgenic or CD11c^+^-YFP^+^ reporter mice. To track the photoconverted cells in Kikume chimaeras, the shaved belly was irradiated with UV light followed by application of 2% OXA (Sigma). One day later, the axillary draining LNs were stained with above-mentioned antibodies for flow cytometry analyses.

### siRNA Silencing of Clever-1 on Human Dermal Lymphatic Endothelial Cells

HDLECs were obtained from Promocell and cultured in MV2 medium (C-22022, Promocell). For silencing, 30 000 cells/well were seeded on fibronectin-coated 12-well plates. One day later, the cells were silenced for Clever-1 by lipofection with Lipofectamine RNAiMAX (ThermoFisher Scientific) and using 15 nM siRNA (ON-TARGETplus siRNA, human STAB1, J-014103-08-0020, Dharmacon) or a control construct (ON-TARGETplus Non-targeting Control Pool, D-001810-10-20, Dharmacon).

### qPCR

RNA from siRNA-silenced and control cells was extracted with the NucleoSpin RNA kit from Macherey-Nagel and the cDNA was generated with the SuperScript VILO cDNA Synthesis Kit (ThermoFisher Scientific). Clever-1 expression was determined by using the UPL system with probe #74 and primers (left: cac atg tgc caa gaa gat cc; right: cac agc gtg cca aag aaa c). For calculating gene expression, the 2^(-ddCT)^ method was used.

### Generation of Human Monocyte-Derived DCs

moDCs were generated by extracting monocytes from buffy coats obtained from the Finnish Red Cross Blood Service (permit number 22/2018). This was done first by extracting peripheral blood mononuclear cells with gradient centrifugation (Ficoll-Paque PLUS, GE Healthcare), before extracting monocytes with CD14 MicroBeads from Miltenyi Biotec. The purified monocytes were then cultured for 6 days in RPMI 1640 medium (Sigma) that contained 10% FCS (Sigma), 4nM GlutaMax (Gibco, ThermoFisher Scientific), 100 U/ml penicillin, 100 µg/ml streptomycin, 500 U/ml GM-CSF and 350 U/ml IL-4 (both from Peprotech). On day 3, half the medium was replaced with fresh medium.

### Co-culture of Human moDCs and HDLECs

In 12-well plates, 500 000 moDCs were co-cultured together with confluent Clever-1 silenced or control-treated HDLECs for 2 days in MV2 medium. After the co-culture, the activation-status of the moDCs was evaluated by staining them with antibodies against CD40, CD83 and MHC class II (all from BD) or respective control antibodies. The cells were run with LSR Fortessa flow cytometer (BD) and analyzed with FlowJo (v10, TreeStar).

### Mixed Leukocyte Reaction Assay

T cells were extracted from the blood of healthy volunteers by using T cell isolation kit (EasySep™) and labeled with 1 µM Vybrant CFDA SE Cell Tracer (CFSE; Thermo Fisher Scientific) according to the manufacturer’s instructions. To assess T cell proliferation, 100,000 T cells together with 10,000 moDCs were added to wells of a 96 well plate that contained either Clever-1 silenced HDLECs or their control-treated counterpart. The cells were cultured in a mix of 50% MV2 medium and 50% RPMI 1640 (containing 10% FCS, 4nM GlutaMax, 100 U/ml penicillin, and 100 µg/ml streptomycin). After 7 days of co-culture, the T cells were stained for flow cytometry: CD8-APC and CD4-PE (all from BD Biosciences) for 30 min on ice. Samples were measured and analyzed as described above.

### RNA Sequencing

Popliteal and brachial LNs of the WT and KO mice at steady-state and 1 day after s.c injection of OVA (1 mg/ml) (1:1) (EndoGrade) emulsified in incomplete Freund’s adjuvant (Sigma) into the footpads were collected and digested to obtain single-cell suspensions. Thereafter, the suspensions were depleted from hematopoietic cells using mouse anti-CD45 microbeads (Miltenyi Biotec). The enriched cells were stained with LIVE/DEAD fixable near-IR dead cell stain (Thermo Fisher Scientific) and conjugated primary antibodies against mouse Podoplanin (BioLegend) and CD31 (BioLegend). Live lymphatic endothelial cells (CD45^-^ CD31^+^ Podoplanin^+^) were sorted into TRIsure (Bioline) using Sony cell sorter, equipped with a 100 µm tip.

Total RNA was extracted from the LECs with RNeasy Plus Micro kit (QIAGEN) and the libraries were prepared using SMART-Seq v4 Ultra Low Input RNA Kit (Takara) and Illumina Nextera XT DNA Library Preparation protocols (Illumina). Sequencing was performed with the Illumina HiSeq 3000 instrument using single-end sequencing chemistry with 50-bp read length at the Finnish Functional Genomics Centre, University of Turku and Åbo Akademi and Biocenter Finland.

### Bioinformatics

The raw sequencing data were uploaded to the BaseSpace Sequence Hub (Illumina) as FASTQ files for further analysis. The quality control was performed using the FastQC application of BaseSpace and subsequently, the sequences were aligned against the mouse reference genome mm10 (UCSC, RefSeq gene annotation) with the RNA-Seq Alignment application, which uses the STAR aligner for read mapping and salmon for quantification of reference genes and transcripts. The differences in gene expression between the samples were identified with the RNA-Seq Differential Expression application using DESeq2. The genes exhibiting a fold change (FC) >2 (log2ratio ≥1 and ≤-1) and q-values (FDR) < 0.05 were selected as differentially expressed genes (DEG). The RNA sequencing data is in the Gene Expression Omnibus (GEO) database under the accession number GSE148730.

Further analyses of the data were performed using QIAGEN Ingenuity Pathway Analysis (QIAGEN IPA) and the Venn diagrams were calculated and drawn with the Venn diagram tool at http://bioinformatics.psb.ugent.be/webtools/Venn.

### Multiplex Analyses

Skin ear and ear-draining auricular LNs from WT and KO mice at steady-state and 1-day OXA (Sigma) treated, 1- and 2-days CHS OXA-challenged mice were collected. Tissues were lysed with ReadyPrep™ Protein Extraction Kit (Bio-Rad) and stored at -70°C. Protein concentration was determined with the DC Protein Assay (Bio-Rad) and 12.5 µg of total protein was used for the multiplex. The multiplex analysis was performed with the Bio-Plex Mouse cytokines 23-plex assay (Bio-Rad), according to manufacturer’s instructions. Bio-Plex 200 system (Bio-Rad) was used to analyze the samples.

### Statistical Analyses

An unpaired two-tailed Student’s t-test with Welch’s correction (when variances were significantly different) and the Mann-Whitney U test were used for statistical analyses unless stated otherwise. For multiple comparisons, one-way ANOVA was used with Tukey’s test. Data points determined to be significant outliers by Grubbs’ test were not included in statistical analyses. P < 0.05 was considered statistically significant (*P < 0.05, **P < 0.01, and ***P < 0.001).

## Results

### Clever-1 Is Expressed in Mouse Skin Lymphatic Vessels

During the course of studies using Clever-1 KO mice, we have observed cell composition differences in their lymphoid organs compared to WT mice. To investigate the contribution of different immune cells to this phenomenon and the cause of this difference, we first performed a thorough assessment of the immune cell composition in the skin dLNs of Clever-1 KO mice. Flow cytometry analyses of skin dLNs revealed that the absolute number of leukocytes (CD45^+^), total numbers of DCs (CD11c^+^MHCII^+^) and resident DCs (CD11c^+^MH II^int^) were comparable between the WT and KO mice, but significantly less migratory DCs (CD11c^+^MHCII^high^) were found in the dLNs of KO mice (**Figures 1A–D**). The KO mice also had a significantly higher number of CD4^+^ T cells and lower number of B cells, while the numbers of CD8^+^ T were similar (**Figures 1E–G**). Clever-1 is expressed by sub-capsular, lymphatic and medullary sinuses in the LNs but absent from DCs and lymphocytes (**Supplementary Figure 1A** and IMGEN; http://rstats.immgen.org/Skyline/skyline.html). It was, however, not clear to what extent Clever-1 is expressed in the most peripheral afferent lymphatic vessels residing in the skin that could explain the reduced migratory DC population in the dLNs. Indeed, we found a patchy staining pattern of Clever-1 on a subset of LYVE-1^+^Podoplanin^+^ lymphatics in the mouse skin (**Figure 1H**). To further evaluate, whether Clever-1 is expressed on the capillary or collecting lymphatic vessels, we stained the ear sections for Prox-1, Podoplanin, LYVE-1 and Clever-1. Clever-1 is expressed on both LYVE-1^+^ capillary and LYVE-1^-^ collecting lymphatic vessels **(** **Supplementary Figure 1B** **)**. To directly evaluate the functionality of the skin lymphatic vessels in WT and KO mice, we performed microlymphography using TRITC-dextran and quantified the fluorescence intensity and the area of TRITC^+^ lymphatic vessels. No major differences were found in the uptake and drainage of TRITC-dextran *via* the cutaneous lymphatics in KO mice indicating that the vessels were functionally normal (**Figures 1I–K**). To further test the influx of antigens into dLNs, we used DQ-OVA as a tracer molecule. DQ-OVA is a self-quenched fluorochrome, which only upon ingestion by phagocytes emits fluorescence in the green spectrum. We injected DQ-OVA into the footpad of WT and KO mice and 90 min later measured the distribution of the green fluorescence signal in the draining popliteal LN. The signal in the LN of KO mice and their WT controls was comparable, indicating an efficient and comparable antigen delivery system in both mice (**Figure 1L**). We further examined the morphology of lymphatic vessels in Clever-1 KO mice by quantifying the LYVE-1^+^ area in whole-mount ear images. Lymphatic vessels in WT and KO mice appeared to be morphologically normal and no differences were found in the area that was covered by LYVE-1^+^Podoplanin^+^ lymphatics (**Supplementary Figures 1C, D** **)**. To exclude the possibility that the number of DCs in the skin would be the reason for the lower number of migratory DCs in the dLNs of KO mice, we quantified the number of DCs and the total number of CD45^+^ cells in the ear skin of WT and KO mice. **T**he total number of DCs and the number of CD45^+^ cells in the ear skin in WT and KO mice were comparable at steady state (**Supplementary Figures 1E, F** **)**.

**Figure 1:**
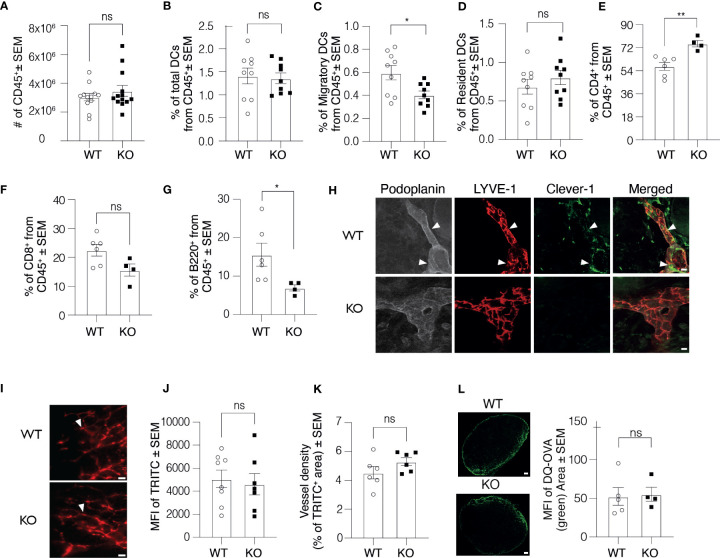
Clever-1 KO mice have morphologically and functionally normal lymphatic vessels. **(A–G)** Flow cytometry analysis of digested auricular dLNs from WT and KO mice, showing the absolute number of leukocytes **(A)**, the percentage of the total number of DCs **(B)**, migratory DCs **(C)**, resident DCs **(D)**, CD4^+^ T lymphocytes **(E)**, CD8^+^ T lymphocytes **(F)**, and B220^+^ B lymphocytes **(G)**; each dot represents one mouse. **(H)** Confocal microscopy images of whole-mount staining of the ear dermis of WT and KO mice stained with antibodies against Podoplanin (grey), LYVE-1 (red) and Clever-1 (green). Arrowheads point to the triple-positive lymphatics. **(I–J)** Fluorescence-microlymphography of the WT and KO ear after intradermal injection of 2 MDa TRITC-dextran **(I)**, and quantification of fluorescence intensity **(J)** and vessel density **(K)**. Arrowheads point to lymphatics; each dot represents one ear. **(L)** Confocal images and quantification of DQ-OVA distribution (green) in the dLNs of WT and KO mice 90 min after subcutaneous injections. Data are presented as mean ± SEM. *P < 0.05 and **P < 0.01, two-tailed Student’s t-test. Scale bars **(H)** 10 µm, **(I)** 300 µm, and **(L)** 200 µm. ns, non-significant.

### Dendritic Cell Trafficking *via* Lymphatics into the Skin dLNs Is Impaired in Clever-1 KO Mice

To explore the cause for the lower number of migratory DCs in the dLNs of Clever-1 KO mice, we first studied the migration of dermal DCs into dLNs 20-h after applying FITC on the ears of WT and KO mice. We observed an overall reduced number of FITC positive CD11c^+^MHCII^high^ cells in the dLNs of KO mice compared to WT controls (**Figure 2A**). Further analysis of the different DC subpopulations showed that the numbers of Langerhans cells (CD11c^+^MHCII^high^CD207^+^CD103^-^) and CD103^+^ dermal DCs (CD11c^+^MHCII^high^CD207^+^CD103^+^) were significantly reduced while no statistically significant difference was seen in the migration of double negative dermal DCs (CD11c^+^MHCII^high^CD207^-^CD11b; **Figure 2A**). The difference remained significant between the WT and KO mice both in Langerhans and CD103^+^ dermal DC subpopulations 48 h after FITC application (**Figure 2A**).

**Figure 2:**
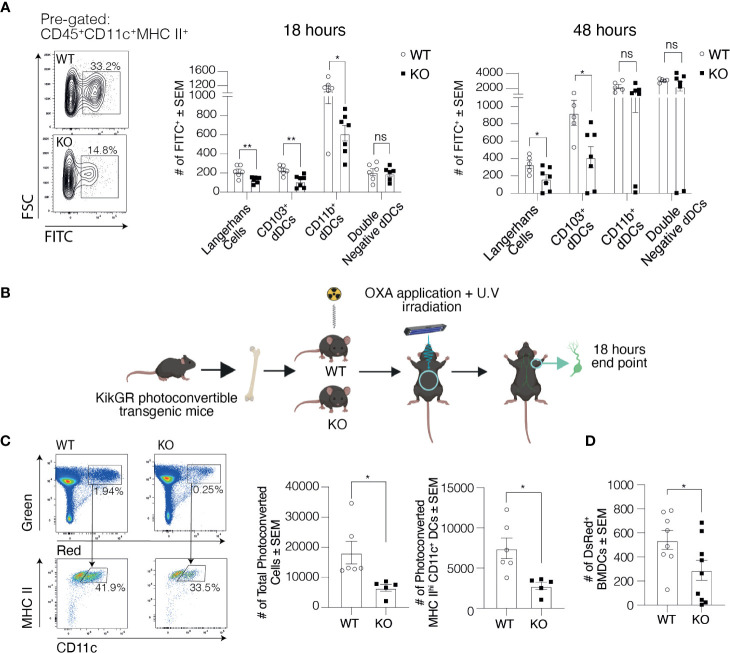
Trafficking of DCs into the skin draining LNs is compromised in the absence of Clever-1. **(A)** Representative dot plots and quantification of FITC positive DCs in the ear-draining auricular LNs at 20 and 48 h after FITC painting. **(B)** Schematic presentation of the generation of KikGR (Kikume) photoconvertible transgenic bone marrow chimaeras. **(C)** Representative dot plots and quantification of flow cytometry analyses of the total number of photoconverted cells (green-red) and migratory DCs (green-red; CD45^+^CD11c^+^MHCII^high^) in the axillary LNs of Kikume chimaeras 18 h after UV irradiation and OXA application. **(D)** Flow cytometry analysis of popliteal LNs 20 h after subcutaneous injection of DsRed^+^ BMDCs into the footpad of Clever-1 WT and KO mice. Each data point represents one mouse. Data are presented as mean ± SEM. *P < 0.05 and **P < 0.01, two-tailed Student’s t-test or two-tailed Student’s t-test with Welch’s correction. ns, non-significant.

We next took advantage of KikGR photoconvertible transgenic mice (i.e. so-called Kikume mice), in which the migration of endogenous green cells can be followed after they have been photoconverted to red by UV light. We produced Kikume chimaeras by lethally irradiating Clever-1 WT and KO mice and reconstituted their bone marrow with Kikume cells. The belly of the chimaeras was exposed to UV light followed by topical application of 2% oxazolone (OXA; **Figure 2B**). Eighteen hours after conversion significantly less skin-derived photoconverted cells (green-red) had migrated to the axillary dLNs of the KO mice, which were identified to consist mostly of migratory DCs (CD11c^+^MHCII^high^; **Figure 2C**). To further validate these findings, we injected DsRed^+^ bone marrow-derived dendritic cells (BMDC) into the footpad of Clever-1 WT and KO mice and 20-h later harvested the popliteal LNs. In line with previous data, the migration of the transferred DsRed^+^ BMDCs was reduced by 46±21% in KO mice compared to WT mice (**Figure 2D**). Thus, using these three different approaches we could confirm the impaired trafficking of migratory DCs to the dLNs in KO mice.

### Clever-1 Regulates Transmigration of Dermal DCs Into Lymphatic Vessels

To further investigate at which level Clever-1 deficiency impairs the trafficking of DCs *via* lymphatics, we first employed the so-called split ear model where BMDCs are incubated on the exposed dermis of murine ear sheets to study DC adhesion and migration towards afferent lymphatics in the ear (17). The adherence of BMDCs on afferent lymphatics was comparable between WT and KO mice at 20 min and 2-h time points suggesting that this step was normal and not causing the impaired DC trafficking at steady state (**Figure 3A**). As inflammation affects the production and expression of different cytokines and adhesion molecules, we performed the split ear model on OXA inflamed ears. Against expectations, a greater number of BMDCs adhered on the ear lymphatics of KO mice after 2 h suggesting that the impairment in DC trafficking into the dLNs was not due to blockage of intra-lymphatic migration but rather in the entrance of DCs to lymphatic vessels (**Figure 3B**). We therefore performed whole-mount 3D confocal imaging of intradermally injected CFSE^+^ BMDCs and found that DCs could not enter the lumen of the Clever-1 negative lymphatics as efficiently as they did when Clever-1 was present (**Figures 3C, D**). Quantitative analyses of confocal Z-stack images showed that approximately 60±8,3% of the CFSE^+^ BMDCs that aligned with LYVE-1^+^Podoplanin^+^ lymphatics were inside the vessel lumen in WT mice, whereas, in KO mice the BMDCs were accumulating at the basolateral surface of the lymphatics and only 30±7% of them were inside the lumen of the dermal lymphatics (**Figure 3D**). Thus, the entrance of DCs into the afferent lymphatics is impaired in the absence of Clever-1.

**Figure 3:**
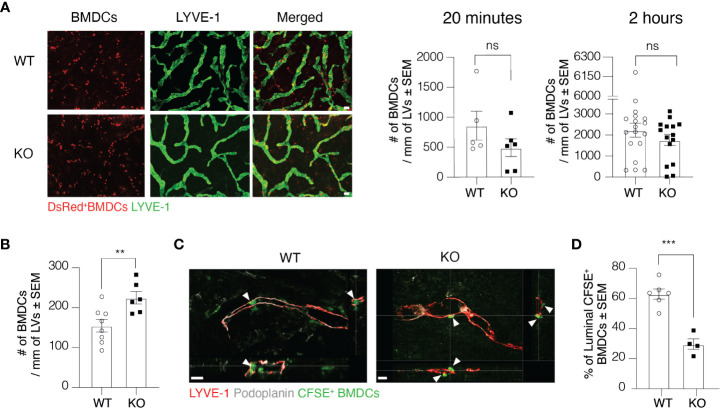
Transmigration of DCs into lymphatic vessels is impaired in the absence of Clever-1. **(A)** Example images and quantification of DsRed^+^ BMDCs on lymphatic vessels (LVs) in dermal ear explants of WT and KO mice at 20 min and 2-h time points. **(B)** Quantification of BMDC adherence on OXA-inflamed ear lymphatics in dermal ear explants of WT and KO at 2-h time point. **(C)** Orthogonal sections of whole-mount ear dermis of WT and KO mice demonstrating the spatial location of DCs to lymphatics (inside vs. outside of the lumen), and **(D)** quantification of the percentages of CFSE^+^ BMDCs inside the lumen 20** h** after their intradermal injection followed by topical application of 2% OXA. Each data point represents one ear. Data are presented as mean ± SEM. **P < 0.01 and ***P < 0.001, two-tailed Student’s t-test. Scale bar **(A)** 100 µm and **(C)** 50 µm. ns, non-significant.

### Lymphatic Clever-1 Regulates the Activity of DCs to Trigger Immune Response

Due to impaired DC trafficking, we next asked whether antigen-specific immune responses in the dLN were affected by the lack of Clever-1. In this set of studies, we first injected ovalbumin (OVA) peptide-loaded DCs into the footpad of WT and KO mice and 1 day later, OVA-specific CFSE labeled CD4^+^ T cells from OT II mice were intravenously injected into the mice. The OVA-specific response was analyzed 2 days later by measuring T cell proliferation by CFSE dilution in the draining popliteal LNs (**Figure 4A**). Quantification of OT II cells showed that the total number of CFSE^+^ CD3^+^ CD4^+^ OT II cells in the draining popliteal LNs of KO mice was 37.9 ± 8% higher than in WT mice, indicating a stronger antigen-specific immune response in the draining popliteal LNs of KO mice (**Figure 4A**). Further analysis of the proliferated OT II cells showed a 87.32 ± 22% increase in the percentage of divided OT II cells in the draining popliteal LNs of KO mice compared to their WT controls.

**Figure 4:**
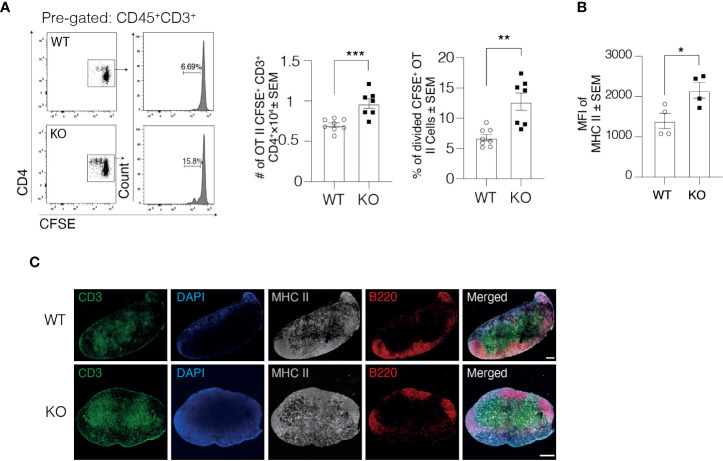
DCs in Clever-1 KO mice have improved antigen presentation to support T cell activation. **(A)** Flow cytometry plots and quantification of the total number of OT II CFSE^+^ CD45^+^CD3^+^CD4^+^ T cells and the percentage of divided cells among donor OT II CFSE^+^ CD45^+^CD3^+^CD4^+^ T cells in the draining popliteal LN of WT and KO mice, 48 h after the i.v. injection of CFSE labeled OT II splenocytes. **(B)** MHC II expression by DCs recovered from the draining popliteal LNs 18 h after OVA (emulsified in incomplete Freund’s adjuvant) injection and analyzed by flow cytometry; each dot represents 2 pooled animals. **(C)** Fluorescence staining of the dLNs of KO mice and their WT controls: B cells (anti-B220, red), T cells (anti-CD3, green), DCs and macrophages with anti-MHC II (grey) and nucleus with DAPI (blue). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, two-tailed Student’s t-test or two-tailed Student’s t-test with Welch’s correction. Scale bars 200 µm.

Engagement of MHC II expressed on DCs with T cell receptor on CD4^+^ T cells results in T cell activation. To investigate the underlying mechanisms for the higher antigen-dependent immune response, we analyzed the expression level of MHC II on DCs 1 day after injecting OVA into the footpad of WT and KO mice. The DCs in KO mice expressed higher levels of MHC II but not CD40 in the draining popliteal LNs compared to WT mice (**Figure 4B** and **Supplementary Figure 1G**), indicating that DCs in the dLNs of KO mice could most likely activate more T cells on a per-cell basis. Comparable findings were observed in a non-manipulated situation where the MHC II signal was markedly higher within the LNs of KO mice (**Figure 4C** **)**. These results together with the normal flux of antigen to the draining LNs in KO mice presented in **Figure 1** indicate that the delivery of free antigens to the dLNs is normal in KO mice but DCs that have migrated through Clever-1 negative lymphatics are more activated based on increased MHC II expression.

As mouse lymphatics do not retain Clever-1 expression in culture, we used human LECs to further study, whether the strong antigen-specific immune response is due to the lack of Clever-1 expressed by LECs. In this set of experiments, we first silenced Clever-1 HDLECs by siRNA. Clever-1 mRNA level reduced by 74% and protein level by 65% compared to control siRNA-transfected cells **(** **Supplementary Figure 4A** **)**. To further validate, whether the more activated phenotype of DCs is LEC-dependent, we cultured monocyte-derived DCs with Clever-1 or control siRNA transfected HDLECs for 2 days and analyzed the expression of MHCII, CD40 and CD83 by DCs. In line with our mouse data, MHCII expression was upregulated on DCs, when cultured with Clever-1 siRNA treated HDLECs. In addition to MHCII, expression of CD40 and CD83 were increased on DCs, when cultured with Celver-1 siRNA treated HDLECs. **(** **Supplementary Figure 4B** **)**. Next, we performed mixed leukocyte reaction (MLR) assays, in which monocyte-derived DCs were incubated with allogenic T cells in the presence of Clever-1 silenced HDLECs or siControl treated HDLECs for 7 days. In line with our *in vivo* mouse data, T cell proliferation in the presence of Clever-1 silenced HDLECs increased by approximately 17.65 ± 7% (**Supplementary Figure 4C**). These results suggest that the function of DCs is fine-tuned by Clever-1 on LECs.

## Clever-1 Negative Lymphatics Overexpress Genes Regulating Immune Response and Downregulate Those Involved in Transmigration

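LECs were sorted as CD45-negative, CD31-positive and podoplanin-positive cells from the popliteal and brachial LNs of Clever-1 KO mice and WT controls. CD45 marks leukocytes, CD31 marks endothelium, and podoplanin separates lymphatic from blood endothelium. Each genotype had 4 libraries at steady state, and by the legend of Supplementary Figure 2 each library holds cells of 2 mice. The authors aligned the reads to the mouse genome mm10 and deposited each gene's level as TPM, which divides reads by gene length and scales each library to a fixed total. For this the paper names STAR, salmon and DESeq2, while the sample labels name STAR 2.5.2b, Subread and limma. The labels give the strain as C57BL/6, and the paper describes a mixed background of C57BL/6N and 129SvJ. TPM keep no sequencing depth, so the depth is unknown here and the precision rests on the spread between the 4 libraries. Between 11898 and 12095 genes reached 1 TPM in each steady state library. KO and WT LECs were compared with limma on log2(TPM + 1) for the 12058 genes at 1 TPM or more in at least 4 of the 8 libraries. A gene is given as higher or lower where its adjusted p (Benjamini-Hochberg) was at most 0.05 and its log2 fold change at least 1 in size, and fold changes on this scale understate those of low genes. Simulated data were made with independent noise, and their changed genes lay well above 1 TPM. On them the test recovered 98% of genes changed by 1.5 log2 units and 100% of those changed by 3 at steady state. Single genes were also compared with a two-sided exact permutation test, which cannot go below p = 0.0286 for 4 libraries against 4. Before the deposited values were examined, but with the genes of Fig. 5C known, 34 gene lists were fixed. They were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. Some genes of Fig. 5C are list members, and their passing is not independent of the paper. Positions are those of RefSeq genes on GRCm38, the assembly of mm10.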

To understand how the afferent lymphatics could regulate the phenotype of DCs arriving in LNs, we performed RNA-seq on CD45^-^CD31^+^Podoplanin^+^ cells of the skin-draining LNs from Clever-1 KO mice and their WT controls. 

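*Pecam1* encodes CD31, an adhesion molecule of all endothelial cells, and lies on chromosome 11 of mm10 from 106654213 to 106715281. It measured 852 ± 8.01 TPM (SD, n = 4) in WT LECs and 818 ± 40.2 TPM (SD, n = 4) in KO LECs (exact permutation test, two-sided, p = 0.143). *Prox1*, the transcription factor that sets lymphatic identity, lies on chromosome 1 from 190118035 to 190170827. Its level was 68.6 ± 13.5 TPM (SD, n = 4) in WT and 65.5 ± 12.7 TPM (SD, n = 4) in KO LECs (p = 0.686 in the same exact test). *Flt4* encodes a receptor for VEGF-C and lies on chromosome 11 from 49609679 to 49652739. It measured 234 ± 19.1 TPM (SD, n = 4) in WT and 237 ± 33.8 TPM (SD, n = 4) in KO LECs (p = 0.971, exact permutation test). *Lyve1*, a hyaluronan receptor of lymphatic endothelium, had 1439 ± 247 TPM (SD, n = 4) in WT and 1231 ± 91.6 TPM (SD, n = 4) in KO LECs (p = 0.2, exact permutation test). Of 19 tested genes of LEC identity, limma found 0 higher and 0 lower, also when adjusted over the list alone. Their median log2 fold change was -0.07 (limma's camera, adjusted p = 0.68).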

All the samples expressed high levels of LEC marker genes, including *Pdpn*, *Pecam-1*, *Prox-1*, and *Flt4* with a comparable expression between the WT and KO mice. 

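*Pdpn* encodes podoplanin, the surface glycoprotein used in the sort, and lies on chromosome 4 from 143267409 to 143299564. The 4 KO libraries held 65.8 to 73.0 TPM and the 4 WT libraries 69.9 to 76.9 TPM. The means were 68.2 ± 3.31 TPM (SD, n = 4) in KO and 74.8 ± 3.29 TPM (SD, n = 4) in WT LECs (exact permutation test, two-sided, p = 0.0571, and 0.143 when adjusted over 5 LEC markers). The log2 fold change was -0.13 with a standard error of 0.075 (limma, adjusted p = 0.569). WT replicate 2, at 69.9 TPM, lay below the other WT libraries at 76.0 to 76.9 TPM.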

The only exception was *Pdpn* that was slightly but statistically significantly lower in KO mice (**Supplementary Figure 2A**). *Stab1* was absent in the Clever-1 KO LECs as expected (**Supplementary Figure 2A**). 

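*Stab1* encodes Clever-1, a scavenger receptor, and lies on chromosome 14 from 31139017 to 31168651. The 4 WT libraries had 235, 245, 248 and 237 TPM, and the 4 KO libraries had 5.09, 6.07, 6.66 and 5.72 TPM. The group means were 241 ± 6.33 TPM (SD, n = 4) in WT and 5.88 ± 0.658 TPM (SD, n = 4) in KO LECs (exact permutation test, p = 0.0286, the smallest it can give, and 0.143 when adjusted over the LEC markers). The log2 fold change was -5.14 (standard error 0.093, limma adjusted p = 4.88e-11), the smallest adjusted p of the comparison.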

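Of 12058 genes tested in LECs at steady state, 52 were higher and 47 were lower in KO than in WT LECs. *Abhd1*, which encodes a hydrolase-like protein, was among the genes with the largest increases, with 81.0 ± 9.63 TPM (SD, n = 4) in KO and 5.73 ± 2.55 TPM (SD, n = 4) in WT LECs (log2 fold change 3.70, standard error 0.262, limma adjusted p = 1.22e-05). *Iqcg*, which encodes a protein of cilia, rose from 0.420 ± 0.281 TPM (SD, n = 4) to 11.9 ± 2.13 TPM (SD, n = 4) (limma adjusted p = 2.43e-06). *Cdk2*, a kinase of the cell cycle on chromosome 10, had a log2 fold change of 2.05 (standard error 0.155, limma adjusted p = 1.99e-05). *Loxl2* encodes an enzyme that crosslinks collagen and lies on chromosome 14 from 69608692 to 69695834. It had 0.891 ± 0.106 TPM (SD, n = 4) in KO and 20.0 ± 1.21 TPM (SD, n = 4) in WT LECs (log2 fold change -3.47, standard error 0.129, limma adjusted p = 5.37e-08). *Pttg1*, the securin of mitosis on chromosome 11, had 23.7 ± 4.70 TPM (SD, n = 4) in KO and 194 ± 18.3 TPM (SD, n = 4) in WT LECs (limma adjusted p = 3.29e-07). *Raet1e*, a ligand of the receptor NKG2D with close paralogs on chromosome 10, fell from 51.6 ± 5.06 TPM (SD, n = 4) to 0.500 ± 0.461 TPM (SD, n = 4), an uncertain value because reads may be shared with its paralogs (limma adjusted p = 9.6e-08). The KO and WT libraries did not overlap for 98 of the 99 genes. Over all tested genes the share without overlap was 6.54%, where chance gives 2.86%.
Of the 99 genes, 8 lay within 20 Mb of *Stab1* on chromosome 14, against 153 of 11941 other tested genes with a position (odds ratio 6.77, one-sided Fisher's exact test, p = 5.24e-05). Without *Stab1* itself, 7 of 98 genes lay there (odds ratio 5.92, one-sided Fisher's exact test, p = 0.000323). A window of 20 Mb from 160 Mb on chromosome 1 held 8 genes, among them *Ifi202b*, *Ifi211* and *Fcgr2b*, and a window from 100 Mb on chromosome 12 held 7.

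**Figure D1:**
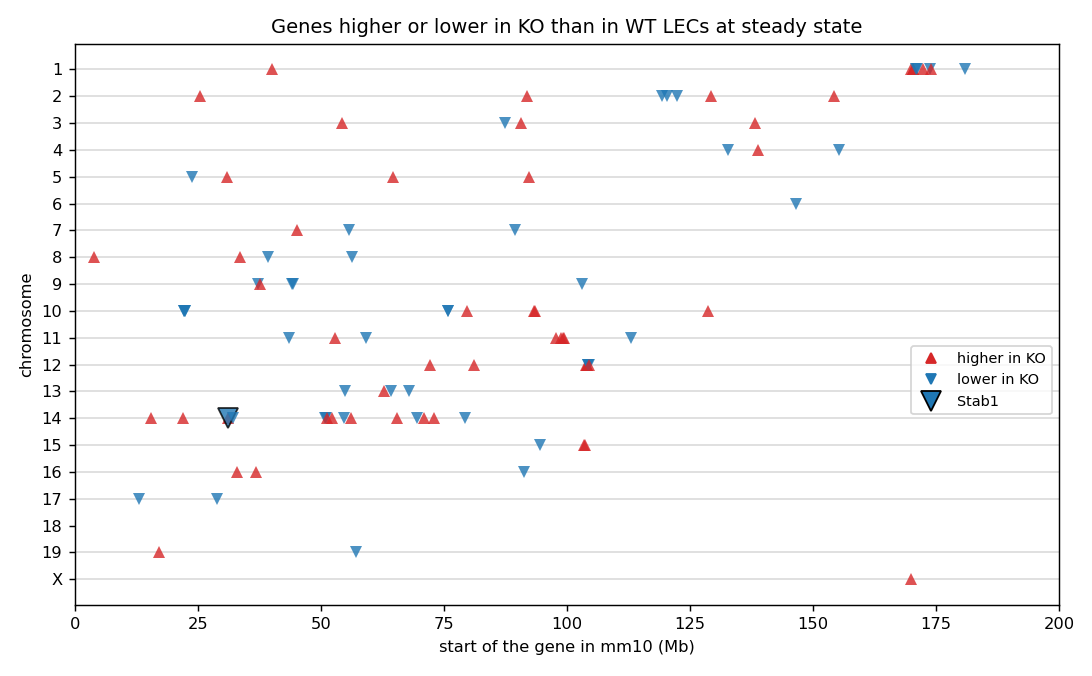
Start of each gene that was higher (red, up) or lower (blue, down) in KO than in WT LECs at steady state, by chromosome, in Mb of mm10. *Stab1* is outlined, with 7 other genes of chromosome 14 within 20 Mb of it.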

At steady state, the Clever-1 KO LECs had 162 differently expressed genes (DEG) (FDR ≤0.05, log2ratio ≥1 and ≤-1) of which 75 were downregulated and 87 genes upregulated (**Figure 5A**). To analyze the biological functions of the observed DEGs Ingenuity Pathway Analysis (IPA) software was used. 

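Among 24 tested inflammatory cytokine and chemokine genes, *Il1b*, *Csf3* and *S100a9* were higher in KO LECs at steady state, 0 were lower and 21 did not pass the test (4 higher and 0 lower when adjusted over the list alone). Limma's camera gave this list an adjusted p of 0.0211, and 0.16 with an estimated correlation. A list of 26 immediate early genes, which cell dissociation can also raise, had 21 log2 fold changes above 0 and a median log2 fold change of 0.18, although 0 passed in limma (limma's camera, adjusted p = 5.19e-11, and 0.16 with an estimated correlation; fry, 0.0461). Of 13 T and NK cell markers, 0 were higher and 1 was lower (0 and 1 when adjusted over the list alone). This gene was *Thy1*, a surface glycoprotein of T cells and some stromal cells on chromosome 9, with 50.9 ± 6.14 TPM (SD, n = 4) in KO and 139 ± 27.8 TPM (SD, n = 4) in WT LECs (log2 fold change -1.41, standard error 0.143, limma adjusted p = 0.000212). *Fcgr2b*, the inhibitory Fc receptor, fell from 87.0 ± 19.9 TPM (SD, n = 4) to 23.4 ± 4.15 TPM (SD, n = 4) (log2 fold change -1.84, standard error 0.17, limma adjusted p = 0.000111). *Irak4*, a kinase of interleukin-1 and Toll-like receptor signaling, had a log2 fold change of -1.33 (standard error 0.15, limma adjusted p = 0.000517). *Ccr7*, the receptor for CCL19 and CCL21, had 18.1 ± 5.06 TPM (SD, n = 4) in KO and 7.20 ± 0.808 TPM (SD, n = 4) in WT LECs (log2 fold change 1.19, limma adjusted p = 0.00335). Of 9 neutrophil and myeloid granule genes, 4 were higher in KO LECs, 0 were lower and 5 did not pass (5 higher when adjusted over the list alone; limma's camera, adjusted p = 4.51e-12, and 0.104 with an estimated correlation). The higher ones were *S100a9*, *Il1b*, *Il1r2* and *Ctsg*. Of these, *S100a9* and *Il1b* are also among the higher cytokine genes above, so the 2 lists are not separate findings. *Ctsg*, which encodes cathepsin G, had 12.5 ± 3.97 TPM (SD, n = 4) in KO and 4.29 ± 0.315 TPM (SD, n = 4) in WT LECs (limma adjusted p = 0.00475). Of the 32 lists with enough tested genes, limma's camera passed 7 at the preset correlation and 0 with an estimated one. The steady state libraries can be split into equal groups in 35 ways, the real one included, and 17 of these passed at least 7 lists. The number of lists passed at the preset correlation therefore cannot be told from chance.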

Disease and Bio-function analyses revealed an overrepresentation of genes comprising pathways of immune response regulation, such as inflammatory response and proliferation of T lymphocytes (**Figure 5B**). 

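*Ifi202b* encodes an interferon-inducible protein of the p200 family and lies on chromosome 1 from 173962569 to 173982844. It had 10.7 ± 2.59 TPM (SD, n = 4) in KO and 0.0482 ± 0.0579 TPM (SD, n = 4) in WT LECs, a log2 fold change of 3.45 on the log2(TPM + 1) scale (standard error 0.179, limma adjusted p = 9.04e-07). Its paralogs may share reads with it, and of 7 tested genes of the family 1 was higher, 1 was lower and 5 did not pass (1 higher and 1 lower when adjusted over the list alone). *Il1b* encodes interleukin-1 beta on chromosome 2 (129364569 to 129371164) and rose from 4.79 ± 1.84 TPM (SD, n = 4) to 13.5 ± 2.82 TPM (SD, n = 4) (log2 fold change 1.36, standard error 0.229, limma adjusted p = 0.00947). *Postn* encodes periostin, a matrix protein, on chromosome 3 (54359267 to 54391041), with 693 ± 46.5 TPM (SD, n = 4) in KO and 247 ± 68.0 TPM (SD, n = 4) in WT LECs (log2 fold change 1.52, standard error 0.146, limma adjusted p = 0.000134). *Csf3* encodes granulocyte colony-stimulating factor on chromosome 11 (98700183 to 98703631), with 18.1 ± 3.33 TPM (SD, n = 4) in KO and 6.68 ± 1.72 TPM (SD, n = 4) in WT LECs (log2 fold change 1.32, standard error 0.182, limma adjusted p = 0.00227).
*Fut7* encodes a fucosyltransferase that makes selectin ligands and had 15.3 ± 2.06 TPM (SD, n = 4) in KO and 6.23 ± 2.84 TPM (SD, n = 4) in WT LECs (log2 fold change 1.26, standard error 0.274, limma adjusted p = 0.0414). It did not pass when any one of 6 of the 8 libraries was left out, where its log2 fold change was 0.96 to 1.32 and its limma adjusted p 0.0318 to 0.124. *Glycam1* encodes a mucin that carries selectin ligands on chromosome 15 (103562759 to 103565081), with 4439 ± 555 TPM (SD, n = 4) in KO and 2080 ± 251 TPM (SD, n = 4) in WT LECs (log2 fold change 1.09, standard error 0.102, limma adjusted p = 0.000113). *Madcam1* encodes a mucosal addressin on chromosome 10 (79664559 to 79668542), with 842 ± 57.4 TPM (SD, n = 4) in KO and 381 ± 37.3 TPM (SD, n = 4) in WT LECs (log2 fold change 1.14, standard error 0.082, limma adjusted p = 1.22e-05). *Fut7*, *Glycam1* and *Madcam1* are markers of high endothelial venules. Of 18 tested genes of these venules and of blood endothelium, 3 were higher, 1 was lower and 14 did not pass (4 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.45 (limma's camera, adjusted p = 3.16e-07, and 0.16 with an estimated correlation). The lower one, *Rgcc*, is a cell cycle regulator and had 6.55 ± 2.76 TPM (SD, n = 4) in KO and 16.3 ± 1.45 TPM (SD, n = 4) in WT LECs (limma adjusted p = 0.00827).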

The most significant genes involved in these pathways were *Ifi202b, Il1b*, *Postn*, *Csf3*, *Fut7*, *Glycam1*, and *Madcam1*, among others (**Figure 5C**). 

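Of 35 tested genes of leukocyte adhesion and transmigration, 3 were higher in KO LECs, 0 were lower and 32 did not pass the test, with the same counts when adjusted over the list alone. The 3 higher genes were *Fut7*, *Glycam1* and *Madcam1*. The median log2 fold change of the list was -0.11 (limma's camera, adjusted p = 0.493), and 14 of the 35 genes lay above 0. *Esam*, an adhesion molecule of endothelial junctions on chromosome 9, had 99.3 ± 7.12 TPM (SD, n = 4) in KO and 63.9 ± 14.3 TPM (SD, n = 4) in WT LECs. Its log2 fold change of 0.65 (standard error 0.138, limma adjusted p = 0.0386) was under the threshold of 1. Of 19 chemoattractants of dendritic cells and other leukocytes, limma found 0 higher and 0 lower, and 0 when adjusted over the list alone (limma's camera, adjusted p = 0.962). Of 16 scavenger and endocytic receptors, *Stab1* and *Fcgr2b* were lower and 14 did not pass (0 higher and 2 lower when adjusted over the list alone; limma's camera, adjusted p = 0.00775, and 0.417 with an estimated correlation).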

Despite upregulation of pathways related to binding of professional phagocytes and adhesion of immune cells, a pathway related to the transmigration of leukocytes was significantly downregulated in Clever-1 KO LECs (**Figure 5B**). The upstream regulator analytic feature in IPA identified several possible upstream regulators that could explain the observed gene changes (**Figure 5D**). One of them is *Il10*, which is predicted to be significantly inhibited in KO LECs (Z-score -2.36, p=5.8E^-03^). In contrast, *Il2* was predicted to be activated (Z-score 2.213; **Figure 5D**). This indicates that pro-inflammatory signaling cascades were a dominant feature in Clever-1 KO LECs at steady state. 

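*Il10*, which encodes the anti-inflammatory cytokine interleukin-10, lay between 0.0814 and 1.07 TPM in the 4 KO libraries and between 0.0895 and 0.994 TPM in the 4 WT libraries at steady state, under the limit for testing. *Il10ra*, the ligand-binding chain of the receptor, had 1.22 ± 0.693 TPM (SD, n = 4) in KO and 2.22 ± 0.245 TPM (SD, n = 4) in WT LECs. *Il10rb*, the shared chain of the receptor, had 202 ± 20.0 TPM (SD, n = 4) in KO and 222 ± 8.13 TPM (SD, n = 4) in WT LECs. Of 16 anti-inflammatory and chemokine decoy genes, 1 was higher, 0 were lower and 15 did not pass (1 higher and 0 lower when adjusted over the list alone; limma's camera, adjusted p = 0.962). The higher gene was *Il1r2*, the decoy receptor for interleukin-1, which is also counted in the neutrophil list. It had 3.90 ± 1.12 TPM (SD, n = 4) in KO and 1.19 ± 0.578 TPM (SD, n = 4) in WT LECs (log2 fold change 1.17, limma adjusted p = 0.0259). It did not pass when any one of 6 libraries was left out (limma adjusted p from 0.0535 to 0.0883). *Cd5l*, a secreted inhibitor of macrophage inflammation, fell from 8.77 ± 2.41 TPM (SD, n = 4) to 3.31 ± 1.62 TPM (SD, n = 4) (log2 fold change -1.22, limma adjusted p = 0.0372). It did not pass without any one of 6 libraries either (limma adjusted p from 0.0587 to 0.115).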

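Of 38 interferon-stimulated genes, limma found 0 higher and 0 lower in KO LECs at steady state, also when adjusted over the list alone. Of these genes 33 had a log2 fold change above 0, with a median of 0.21 (limma's camera, adjusted p = 2.32e-10, and 0.417 with an estimated correlation). *Isg15*, which encodes a ubiquitin-like modifier on chromosome 4, had 443 ± 65.5 TPM (SD, n = 4) in KO and 300 ± 69.7 TPM (SD, n = 4) in WT LECs (log2 fold change 0.58, standard error 0.156, limma adjusted p = 0.112). *Ifit3b*, an antiviral gene on chromosome 19, had 30.6 ± 7.61 TPM (SD, n = 4) in KO and 17.5 ± 4.65 TPM (SD, n = 4) in WT LECs (log2 fold change 0.78, limma adjusted p = 0.106). Of 24 targets of NF-kB, limma found 0 higher and 0 lower, also when adjusted over the list alone (limma's camera, adjusted p = 0.0729). *Cd79a*, a chain of the B cell receptor, had 22.5 ± 5.05 TPM (SD, n = 4) in KO and 11.3 ± 1.58 TPM (SD, n = 4) in WT LECs. Its log2 fold change of 0.91 (standard error 0.162, limma adjusted p = 0.0132) passed the threshold of 1 only without KO replicate 4, where it was 1.04 (limma adjusted p = 0.00712). From the upstream regulators that its pathway software predicted from the changed genes, the paper reads pro-inflammatory signaling as a dominant feature of KO LECs at steady state.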

Protein analyses of whole LN lysates of WT and KO mice showed reduced levels of anti-inflammatory cytokines IL-4, -10, and -13 as well as CCL2 chemokine, which is in line with the pro-inflammatory gene dominance in the lymphatics of KO mice (**Figure 5E**).

**Figure 5:**
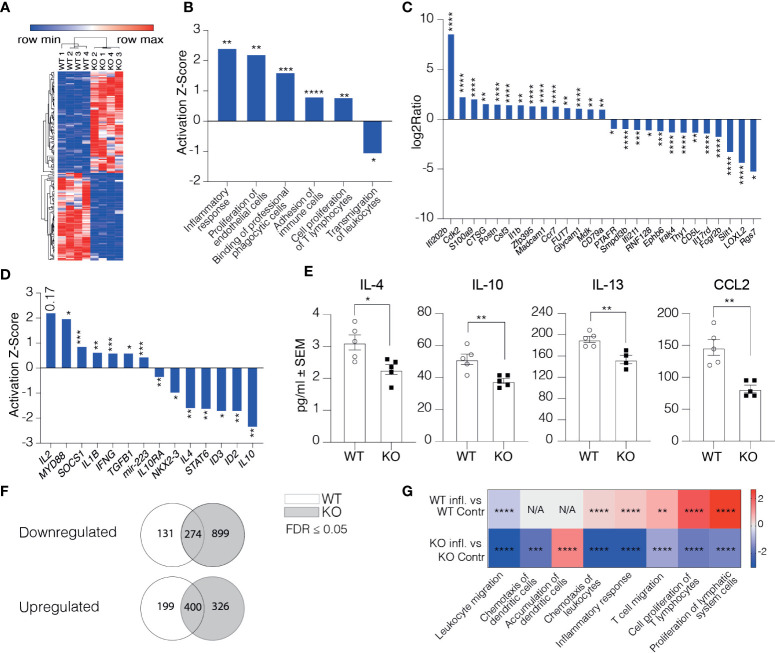
Clever-1 supports lymphatic endothelial cell tolerance. **(A)** Heat map of the gene expression differences in LECs obtained from LNs of Clever-1 KO and their WT controls. Unsupervised hierarchical clustering was performed on the log 2 ratio of significantly (FDR < 0.05) up- (red) and down-regulated (blue) genes. **(B)** Altered pathways in KO LECs compared to WT LECs analyzed by using the disease and Bio-function in IPA. **(C)** Genes in KO LECs (Fold Change ≥ 2) belonging to the altered pathways shown in **(B)**. **(D)** IPA Upstream regulator analysis of DEGs between WT and Clever-1 KO LECs at steady state. **(E)** Cytokine levels in the dLNs at steady state. **(F)** Venn diagrams summarizing differentially expressed genes 1 day after footpad injection with OVA emulsified in incomplete Freund’s adjuvant. **(G)** Most significantly altered pathways in inflamed and non-inflamed LECs of WT and KO mice analyzed by using the disease and Bio-function in IPA. Each dot represents one mouse. Data and statistical significance in **(B, D, G)** were analysed by using IPA, *P < 0.05, **P < 0.01 and ***P < 0.001 ****P < 0.0001. Data and statistical significance in **(C)** were analysed by using Illumina, * FDR < 0.05, **FDR < 0.01 and *** FDR < 0.001 **** FDR < 0.0001. Data in **(E)** is expressed as mean ± SEM. *P < 0.05 and **P < 0.01 , two-tailed Student’s t-test.

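The authors' deposited table for Figure 5A lists 162 genes, of which 129 were tested in the comparison of KO and WT LECs here. All 129 had the same direction, 92 also passed the thresholds used here, and the log2 fold changes correlated across genes with Pearson's r = 0.926. Genes are not independent replicates, so no p is given. In that table the authors' log2 ratio is 8.6 for *Ifi202b*, whose mean in WT LECs was 0.0482 TPM, and -4.44 for *Loxl2*. For the inflamed LECs of Figure 5F, the authors' tables list 1004 genes changed in WT and 1899 in KO LECs, of which 802 and 1402 were tested here. Each of these had the same direction in both analyses, 431 and 879 passed the thresholds used here, and Pearson's r across genes was 0.963 and 0.959. *Abhd1* and *Ifi202b* were higher, and *Stab1* and *Loxl2* lower, in every KO library than in every WT library at steady state (exact permutation test, p = 0.0286). These genes were named because the paper or the rule used here had picked them from the same libraries, so this p adds no independent support.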

To investigate how the Clever-1 KO lymphatics responded to an inflammatory stimulus, we analyzed the transcriptome of dLN LECs 1 day after injecting OVA emulsified in incomplete Freund’s adjuvant into the footpad of WT and KO mice. 

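LECs of the popliteal and brachial LNs were sorted 1 day after OVA was given into the footpad of WT and KO mice, with 4 libraries per genotype. The paper gives OVA at 1 mg/ml in incomplete Freund's adjuvant and in another sentence writes OVA-CFA, and the sample labels name complete Freund's adjuvant. The series description speaks of triplicates, and the labels and tables hold 4 replicates of each group. The inflamed libraries were compared with the same steady state libraries described above, whose columns are repeated in the authors' tables with identical values. The WT and KO responses share no library. Genes at 1 TPM or more in at least 4 of the libraries compared were tested, 12031 in WT and 12161 in KO LECs, and a model of genotype, OVA and their interaction covered 12684 genes in all 16 libraries. On simulated data of the same kind, which do not cover lower genes, the test recovered 72% of genes changed by 1.5 log2 units in WT. It recovered 98% in KO LECs and 65% in the interaction.
*Stab1* measured 271, 193, 640 and 374 TPM in the 4 WT inflamed libraries and 6.43, 5.85, 8.90 and 8.62 TPM in the 4 KO inflamed libraries. WT inflamed replicate 2 stood apart from the other 15 libraries, with 10903 genes at 1 TPM or more against 11898 to 12133. Its deviation from the other WT inflamed libraries correlated across genes with transcript length (Spearman's rho -0.459). In the libraries of the other groups this rho ranged from -0.23 to 0.258. It was 0.285 to 0.443 in the other WT inflamed libraries, whose reference contains replicate 2. Several values of the WT response are therefore also given without this library, a choice made after the data were seen. In KO LECs the median log2 fold change of all tested genes was 0.24 after OVA, against -0.03 in WT LECs. Without WT inflamed replicate 2 the median in WT LECs was 0.17. Rescaling each library by its median ratio brought the median of the KO response to 0.01.

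**Figure D2:**
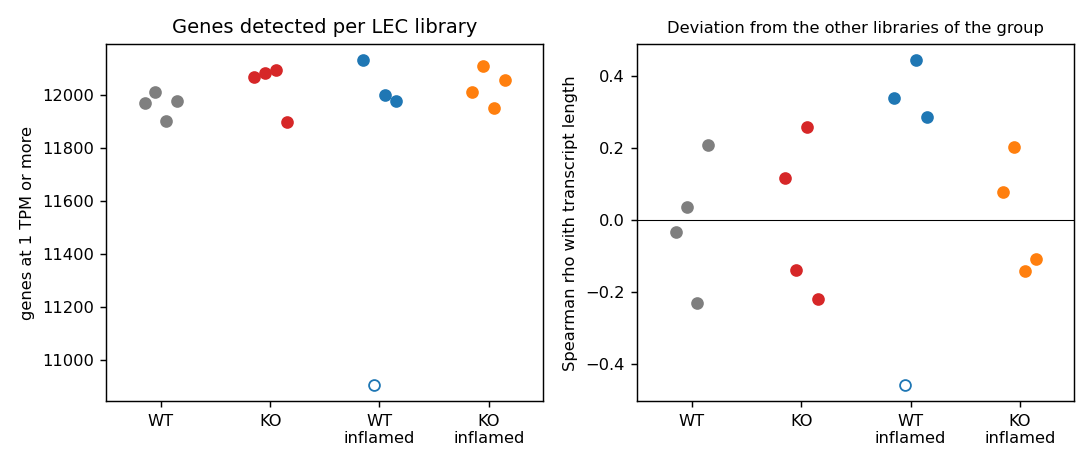
Genes at 1 TPM or more in each of the 16 LEC libraries (left), and Spearman's rho across genes between transcript length and each library's deviation from the other libraries of its group (right). WT inflamed replicate 2 is drawn hollow, at 10903 genes and a rho of -0.459.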

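After OVA, 239 genes were higher and 237 were lower in WT LECs than in WT LECs at steady state, by limma. Rescaling by the median ratio gave 336 higher and 221 lower genes, and without WT inflamed replicate 2 there were 697 higher and 355 lower. Both together, a setting added after the data were seen, gave 458 higher and 542 lower genes. Leaving out any other library gave 207 to 281 genes. *Car4*, a carbonic anhydrase on chromosome 11, rose from 4.38 ± 3.89 TPM (SD, n = 4) to 322 ± 39.2 TPM (SD, n = 4) (log2 fold change 6.21, standard error 0.47, limma adjusted p = 0.000323). *Fgf23*, a hormone of phosphate balance on chromosome 6, rose from 2.71 ± 0.681 TPM (SD, n = 4) to 97.3 ± 30.6 TPM (SD, n = 4) (limma adjusted p = 5.63e-05). *Lcn2*, an iron-binding protein of inflammation on chromosome 2, rose from 28.9 ± 2.44 TPM (SD, n = 4) to 408 ± 102 TPM (SD, n = 4) (log2 fold change 3.74, standard error 0.213, limma adjusted p = 5.63e-05). *Gpx3*, a secreted peroxidase, rose from 36.0 ± 13.8 TPM (SD, n = 4) to 762 ± 289 TPM (SD, n = 4) (limma adjusted p = 0.000323). *Cd209b*, a lectin of sinus endothelium and macrophages on chromosome 8, fell from 183 ± 74.1 TPM (SD, n = 4) to 11.4 ± 3.86 TPM (SD, n = 4) (log2 fold change -3.87, standard error 0.34, limma adjusted p = 0.000717). *Marco*, a scavenger receptor on chromosome 1, fell from 5715 ± 187 TPM (SD, n = 4) to 1308 ± 422 TPM (SD, n = 4) (log2 fold change -2.18, limma adjusted p = 0.000995).
Of 38 interferon-stimulated genes, 12 were higher, 0 were lower and 26 did not pass in WT LECs (22 higher when adjusted over the list alone, and 23 with the median ratio and with quantile normalization), and 36 were higher without replicate 2. *Isg15* had 900 ± 87.7 TPM (SD, n = 4) after OVA (log2 fold change 1.61, standard error 0.184, limma adjusted p = 0.00209). Of 35 cell cycle genes, 18 were higher, 0 were lower and 17 did not pass (25 higher when adjusted over the list alone, with the median ratio and with quantile normalization), and 31 were higher without replicate 2. *Aurkb*, a kinase of mitosis, had a log2 fold change of 2.48 (standard error 0.3, limma adjusted p = 0.00231), and *Tk1*, a kinase that supplies nucleotides for DNA synthesis, one of 2.10 (standard error 0.199, limma adjusted p = 0.000923). Limma's camera passed 17 of 31 lists at the preset correlation and 0 with an estimated one.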

WT LECs downregulated 274 and upregulated 400 genes by OVA-CFA administration. The Clever-1 KO LECs showed specific downregulation of an additional 899 and upregulation of 326 genes (**Figure 5F** and **Supplementary Figure 2B**). 

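In KO LECs, 780 genes were higher and 372 lower after OVA, and rescaling by the median ratio gave 403 higher and 615 lower genes. *Lyve1* rose from 1231 ± 91.6 TPM (SD, n = 4) to 4005 ± 594 TPM (SD, n = 4) (log2 fold change 1.69, standard error 0.099, limma adjusted p = 1.07e-06). *Fgf23* had 91.9 ± 26.1 TPM (SD, n = 4) in KO inflamed LECs (log2 fold change 4.43, limma adjusted p = 4.69e-07), and *Cd209b* fell to 21.6 ± 4.73 TPM (SD, n = 4) (log2 fold change -2.98, limma adjusted p = 4.38e-07). *Nid1* and *Col4a1*, which encode basement membrane proteins, had log2 fold changes of 2.26 (standard error 0.134, limma adjusted p = 1.11e-06) and 2.13 (standard error 0.099, limma adjusted p = 4.54e-07). Of 36 matrix genes, 16 were higher and 0 lower in KO LECs, with the same counts when adjusted over the list alone, and 4 were higher in WT LECs (17 without WT inflamed replicate 2).
The WT and KO responses shared 181 higher genes, where independent lists would share 14.8, and 151 lower genes, where 6.91 would be shared. The 332 shared genes became 167 to 201 without any one WT library other than WT inflamed replicate 2. Higher in KO LECs only were 599 genes. Of these, 559 were tested in WT LECs, and 544 had the same direction there, with a median log2 fold change of 0.67 in WT (1.08 without WT inflamed replicate 2) and 1.19 in KO LECs. Lower in KO LECs only were 221 genes, of which 206 were tested in WT LECs and 195 had the same direction. Rescaling by the median ratio gave 191 higher and 453 lower genes in KO LECs only, and quantile normalization 220 and 371. Without WT inflamed replicate 2, the responses shared 493 higher and 233 lower genes, and 287 higher and 139 lower genes passed in KO LECs only. Of the 599 and 221 genes, 334 and 85 then passed in WT LECs. The difference between the responses was tested as the interaction of genotype and OVA in limma, which passed 0 of 12684 genes, with 542 at an unadjusted p under 0.05. Chance alone would give more than 542 on average. Without WT inflamed replicate 2 it passed 6 genes, among them *Pttg1*, without WT replicate 3 it passed 2, without WT inflamed replicate 4 or KO inflamed replicate 3 it passed 1, and 0 without any other library.

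**Figure D3:**
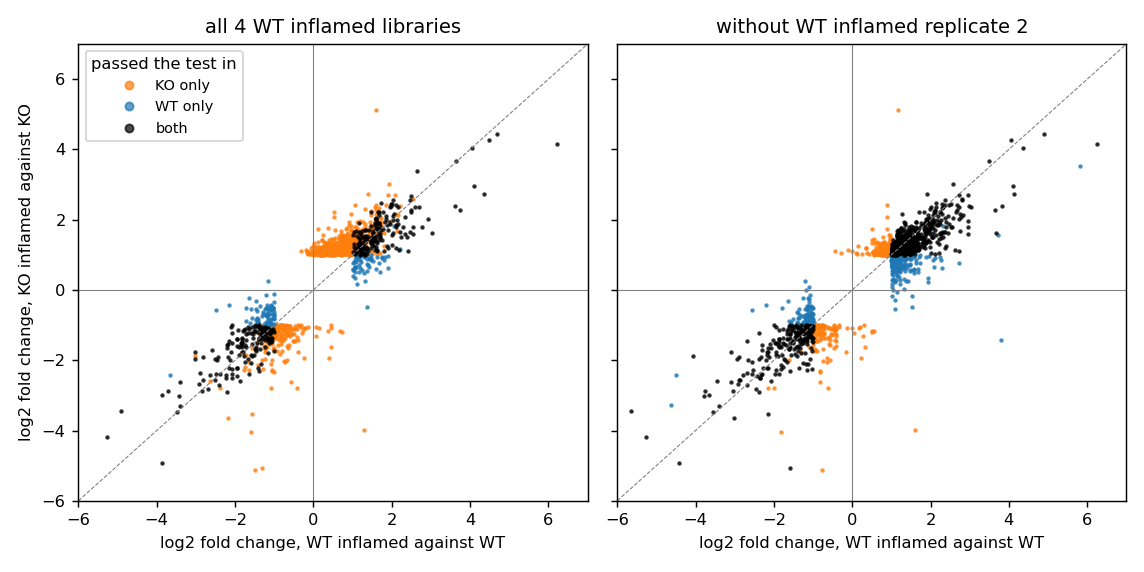
Log2 fold change after OVA in WT (x) and KO LECs (y) of genes that passed the test in WT only (blue), KO only (orange) or both (black), with all 4 WT inflamed libraries (left) and without WT inflamed replicate 2 (right). Only genes tested in both genotypes are drawn. On the left these are 559 of the 599 higher genes that passed in KO only, and on the right the tested ones of 287.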

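Of 13 T and NK cell markers, 7 were lower and 0 higher in KO inflamed LECs, with a median log2 fold change of -1.06 (limma's camera, adjusted p = 7.47e-05, and 0.296 with an estimated correlation), and the same counts when adjusted over the list alone. *Cd4*, the co-receptor of helper T cells, fell from 4.74 ± 1.81 TPM (SD, n = 4) to 0.483 ± 0.189 TPM (SD, n = 4) in KO LECs (log2 fold change -1.90, limma adjusted p = 7.57e-05). In WT LECs *Cd4* was the lower gene among 12 tested markers, with a log2 fold change of -2.44 (limma adjusted p = 0.00154), and 2 were lower when adjusted over the list alone (median -0.81, limma's camera adjusted p = 0.000685, and 0.355 with an estimated correlation). *Cd79a* fell to 5.92 ± 1.38 TPM (SD, n = 4) in KO LECs (log2 fold change -1.77, standard error 0.19, limma adjusted p = 3.11e-05). Of 9 B cell markers there, 1 was higher, 2 were lower (5 with the median ratio and 4 with quantile normalization) and 6 did not pass. Of 17 macrophage markers, 1 was higher and 10 were lower in KO LECs, and of 16 in WT LECs 1 was higher and 9 were lower (10 when adjusted over the list alone). *Lyz2*, which encodes lysozyme, had a log2 fold change of -1.77 in KO (limma adjusted p = 2.13e-05) and -3.02 in WT LECs (limma adjusted p = 0.00148).
Of 35 leukocyte adhesion and transmigration genes, 8 were higher and 3 lower in KO LECs after OVA, with a median log2 fold change of 0.25, next to 0.24 for all genes. Rescaling by the median ratio moved this median to -0.01, with 5 higher and 6 lower genes. In WT LECs 3 of these genes were higher and 0 lower (3 and 2 when adjusted over the list alone, and 6 and 1 without WT inflamed replicate 2), and the median of -0.03 moved to 0.01 with the median ratio. *Selp*, which encodes P-selectin on chromosome 1, rose from 19.7 ± 2.44 TPM (SD, n = 4) to 124 ± 27.9 TPM (SD, n = 4) in KO LECs (log2 fold change 2.57, standard error 0.15, limma adjusted p = 1.03e-06). In WT LECs it rose from 16.0 ± 4.01 TPM (SD, n = 4) to 99.0 ± 40.9 TPM (SD, n = 4) (log2 fold change 2.47, limma adjusted p = 0.0044). *Itgb1*, the integrin beta-1 chain, had a log2 fold change of 1.13 in KO LECs (limma adjusted p = 7.76e-07). The interaction of genotype and OVA for this list had a camera adjusted p of 0.757.

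**Figure D4:**
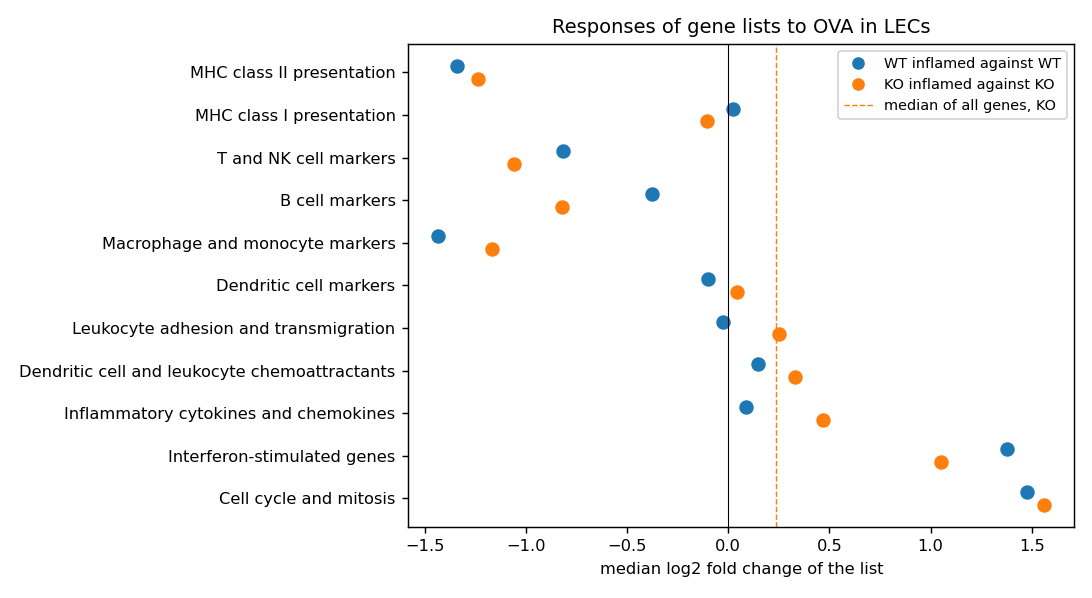
Median log2 fold change after OVA of 11 gene lists in WT (blue) and KO LECs (orange), with the median of all genes of the KO response as a dashed line. Both genotypes lie below -0.8 for the MHC class II, T and NK cell and macrophage lists, while the adhesion list lies at 0.25 in KO and -0.03 in WT LECs, and at -0.01 and 0.01 after rescaling by the median ratio.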

Interestingly, these changes in KO mice were associated with the downregulation of adaptive immune response and leukocyte migration/extravasation pathways (**Figure 5G** and **Supplementary Figure 2C**), which were opposite to the OVA-induced changes in WT LECs (**Supplementary Figure 2D**). However, the KO LECs upregulated *Ackr2*, *Tlr3* and *Csf2* (**Supplementary Figure 2D**), that is in line in the activation of a pathway related to “accumulation of dendritic cells” in LECs of KO mice (Activation Z-score: 1.406, p=8.22E^-05^) (**Figure 5G**).

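*Ackr2*, a decoy receptor for inflammatory chemokines on chromosome 9 (121898355 to 121911075), rose from 143 ± 28.5 TPM (SD, n = 4) to 550 ± 83.8 TPM (SD, n = 4) in KO LECs after OVA (log2 fold change 1.95, standard error 0.142, limma adjusted p = 3.15e-06). In WT LECs it measured 235 ± 50.6 TPM (SD, n = 4) before and 485 ± 202 TPM (SD, n = 4) after OVA (log2 fold change 0.92, standard error 0.368, limma adjusted p = 0.228). Without WT inflamed replicate 2, at 186 TPM, the log2 fold change in WT LECs was 1.33 (limma adjusted p = 7.26e-05). *Tlr3*, a receptor for double-stranded RNA on chromosome 8 (45395665 to 45411075), rose from 14.5 ± 1.47 TPM (SD, n = 4) to 41.0 ± 7.04 TPM (SD, n = 4) in KO LECs (log2 fold change 1.43, standard error 0.135, limma adjusted p = 1.38e-05). In WT LECs it had 15.4 ± 3.62 TPM (SD, n = 4) before and 36.4 ± 21.4 TPM (SD, n = 4) after OVA (log2 fold change 0.84, standard error 0.609, limma adjusted p = 0.606), and 1.55 without replicate 2 (limma adjusted p = 0.000109). *Csf2* encodes granulocyte-macrophage colony-stimulating factor on chromosome 11 (54247270 to 54249899). It rose from 4.52 ± 1.14 TPM (SD, n = 4) to 11.5 ± 4.58 TPM (SD, n = 4) in KO LECs (log2 fold change 1.13, standard error 0.267, limma adjusted p = 0.00414), and fell under the threshold of 1 without KO replicate 3 (0.98) or KO inflamed replicate 3 (0.93). In WT LECs *Csf2* had 9.17 ± 3.85 TPM (SD, n = 4) before and 8.05 ± 4.90 TPM (SD, n = 4) after OVA (log2 fold change -0.20, limma adjusted p = 0.939).
The interaction of genotype and OVA was 1.03 for *Ackr2* (limma adjusted p = 0.668), 0.59 for *Tlr3* (limma adjusted p = 0.696) and 1.33 for *Csf2* (limma adjusted p = 0.668). Of 19 chemoattractants of dendritic cells and other leukocytes, 5 were higher and 2 lower in KO LECs, and 4 were higher and 2 lower in WT LECs (6 and 3 when adjusted over the list alone, and 7 and 3 without WT inflamed replicate 2). With the median ratio 4 were higher and 4 lower in KO LECs. Their median log2 fold change in KO LECs was 0.33, and 0.07 after rescaling by the median ratio. *Ccl20*, a ligand of CCR6, had a log2 fold change of 1.80 in KO (limma adjusted p = 3.93e-05) and 2.77 in WT LECs (limma adjusted p = 0.00397). The paper relates *Ackr2*, *Tlr3* and *Csf2* to the predicted activation of a pathway for accumulation of dendritic cells in KO LECs (Figure 5G).

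**Figure D5:**
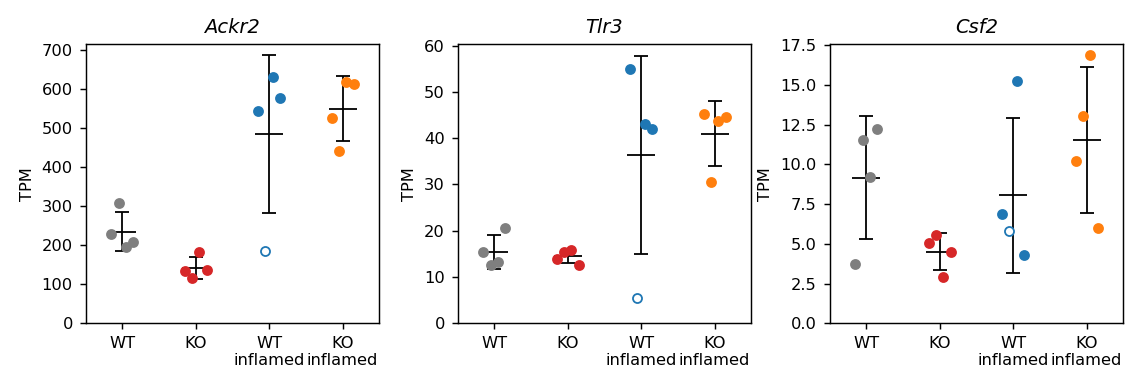
TPM of *Ackr2*, *Tlr3* and *Csf2* in each LEC library (points), with the mean and SD of each group (black). WT inflamed replicate 2, drawn hollow, has 186 TPM of *Ackr2* and 5.55 TPM of *Tlr3*.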

## Clever-1 KO Mice Have Low Response to Contact Hypersensitivity Reactions

Besides being expressed on afferent lymphatics, Clever-1 is also present in efferent lymphatics and is induced to blood vasculature at sites of inflammation. Therefore, we wanted to investigate this whole cascade and chose the contact hypersensitivity (CHS) model for these analyses. In this model, we used OXA as the hapten for belly skin sensitizing and 5 days thereafter challenged the ear skin with OXA. OXA did not dramatically change the expression of Clever-1 on the ear lymphatics (**Supplementary Figure 1H**). Ear thickness measurements at different time points after the challenge showed that Clever-1 KO mice fail to develop a profound CHS response to OXA as their WT controls (**Figure 6A**). Flow cytometry analysis of CHS-inflamed ears at day 2 showed that the number of CD8^+^ T cells in KO ears was 40.3 ± 6% lower than in those of WT mice, while the number of CD4^+^ T cells remained comparable (**Figures 6B–D**). CD8+ T cells mediate skin inflammation by their cytotoxic activity and CD4+ T cells suppress and resolve CHS in inflamed skin (18), providing a possible reason for the impaired OXA-induced CHS response in KO mice. In fact, FACS analyses of KO ears 2 days after OXA challenge showed that there tend to be more CD25 positive regulatory T cells, supposedly a more suppressive population among migratory T regs (19), in KO mice (**Figure 6D**). To analyze whether the reduced CHS response in KO mice was due to impaired lymphocyte egress from the dLNs after the sensitization phase or impaired lymphocyte entrance into the inflamed ear skin, we isolated OXA-primed lymphocytes from dLNs of DsRed^+^ WT mice and adoptively transferred them into WT and KO mice before applying OXA on their ear skin. In line with our previous results, ear swelling was still reduced in KO mice although not that markedly as in the standard model (**Figure 6E**). Furthermore, whole-mount ear imaging showed that the number of DsRed^+^ lymphocytes was significantly reduced in KO mice compared to WT mice (**Figures 6F, G**). These results indicate that both the exit of effector lymphocytes *via* efferent lymphatics from the sensitized lymph node and entrance into the challenged inflammatory ear *via* blood endothelial cells are affected by the absence of Clever-1.

**Figure 6:**
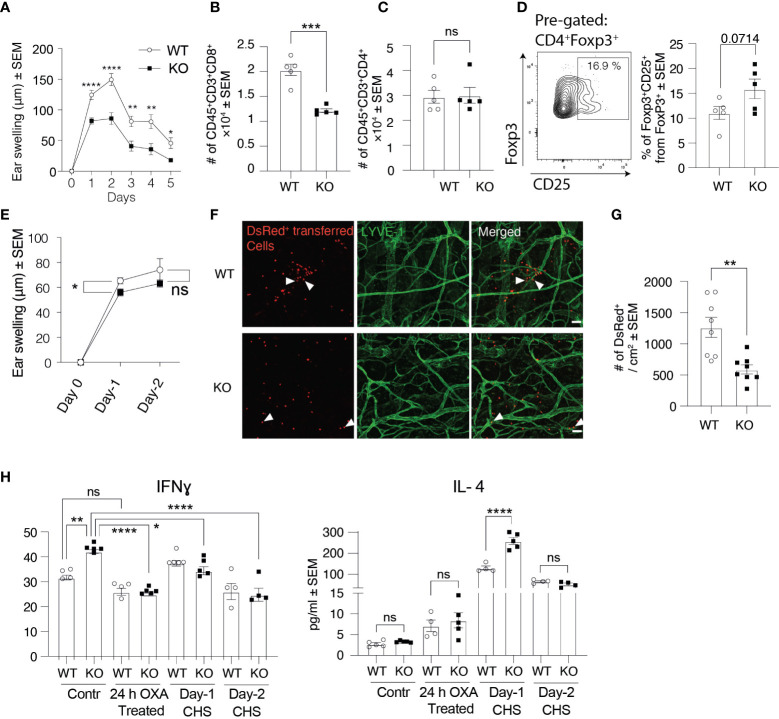
Clever-1 KO mice develop milder inflammatory reactions than their WT controls. **(A)** Ear swelling at indicated time points after oxazolone (OXA) challenge in the CHS model (n≥7 in both KO and WT). **(B–D)** Flow cytometry analyses of digested ear tissue of WT and KO mice, 2 days after the OXA challenge, showing the percentages of endogenous CD8^+^ **(B)**, CD4^+^ **(C)**, and gating and quantification of CD25^+^ Tregs **(D)**. **(E)** Ear swelling at indicated time points after applying OXA on the ears of WT and KO mice followed by adoptive transfer of DsRed^+^ OXA-primed lymphocytes obtained from dLNs of WT mice. (n= 6-26). **(F, G)** Whole-mount confocal imaging **(F)** and quantification **(G)** of the number of DsRed^+^ lymphocytes in WT and KO ear dermis 2 days after applying OXA on the ears. **(H)** Expression of cytokines in the ear skin of Clever-1 WT and KO mice at steady-state, 24 h–OXA treated ears (application of OXA onto the ears 24 h earlier), 1 and 2 days after OXA challenge (CHS). Each data point represents one mouse. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001, two-tailed Student’s t-test or two-tailed Student’s t-test with Welch’s correction. Additionally, **(H)** One-way ANOVA with Tukey’s multiple comparison test. **(F)** Scale bar 50 µm and arrowheads point to adoptively transferred DsRed^+^ lymphocytes. ns, non-significant.

We also assessed different cytokine levels in the ear skin of KO and WT mice at steady-state and inflammation. Intriguingly, pro-inflammatory cytokines, including IFNγ, IL-1α, and IL-17 were significantly higher at steady-state in KO mice compared to their WT control (**Figure 6H**, **Supplementary Figure 3A**). However, inflammation significantly decreased the levels of pro-inflammatory cytokines in KO mice, while the level of anti-inflammatory cytokine IL-4 was significantly higher in KO mice compared to their WT control, 1 day after the OXA challenge (**Figure 6H**, **Supplementary Figure 3A**). These results indicate that Clever-1 deficiency at steady-state causes a more pro-inflammatory microenvironment, while inflammation dampens an excessive pro-inflammatory state to help maintain homeostasis.

As macrophages play a crucial role in DC clustering and migration, and Clever-1 is also expressed on a subset of macrophages, we created bone marrow chimaeras using bone marrow cells acquired from CD11c^+^-YFP^+^ reporter mice and transplanted them to lethally irradiated Clever-1 WT and KO mice (**Figure 7A**). This allowed us to exclude a possible contribution of Clever-1^+^ macrophages in the CHS reaction. In line with previous data, the KO mice created milder inflammation as measured by ear swelling, confirming the role of the endothelium in the impaired CHS reaction of the KO mice (**Figure 7B**). This model also provided us with a possibility to further confirm the role of Clever-1 on afferent lymphatics in DC trafficking. To assess and further validate our results in **Figure 3D** regarding the transmigration of DCs into the lymphatic vessels, the entrance of migratory DCs into the lymphatics was visualized after applying 2% OXA onto the ear skin of the chimeric mice without previous belly sensitization followed by whole-mount confocal imaging of ears 20 h later. Quantification of the number of DCs migrated into the lumen confirmed the finding: although there are more CD11c^+^-YFP^+^ cells in the skin of KO recipients, they do not get access into the lumen of lymphatics as efficiently as in WT mice (**Figures 7C–E**). This was also reflected by the lower number of these cells in the ear draining auricular LNs (**Figures 7F, G**).

**Figure 7:**
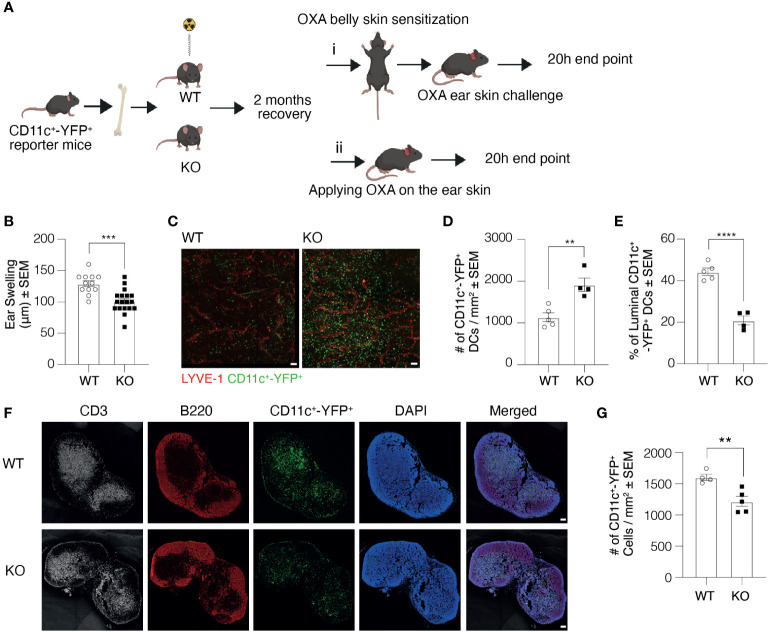
Clever-1 KO macrophages do not contribute to the impaired transmigration of dermal DCs. **(A)** Schematic presentation of the study design illustrating the generation of bone marrow chimaeras and subsequent sensitization with OXA followed by i) challenging the ears with OXA or ii) without previous sensitization. **(B)** Ear thickness of CD11c^+^-YFP^+^ → WT and KO chimaeras 20 h after the OXA challenge (model i). **(C–E)** Whole-mount images of ear dermis **(C)**, and quantification of the total number **(D)**, and the percentage of CD11c^+^-YFP^+^ cells inside the lumen of ear lymphatics **(E)** of CD11c^+^-YFP^+^→WT and KO chimaeras 20 h after topical application of OXA (model ii). **(F, G)** Confocal images of auricular draining LNs **(F)**, and quantifications of the number of CD11c^+^-YFP^+^cells in the auricular LNs **(G)** of CD11c^+^-YFP^+^→WT and KO chimaeras 20 h after topical application of OXA. Each data point represents one mouse. Data are expressed as mean ± SEM. **P < 0.01, ***P < 0.001, and ****P < 0.0001, two-tailed Student’s t-test. Scale bars 100 µm.

## Discussion

In this work, we show that the lymphatic endothelial Clever-1 is a crucial mediator of DC trafficking into the dLNs. Clever-1 displays immunosuppressive imprinting to the DCs during their journey to the LNs, as the DCs migrating *via* the lymphatics lacking Clever-1 trigger higher antigen-specific proliferative responses in the nodes despite their lower numbers. This type of modulation may be central to avoid unnecessarily high immune responses and thus, to keep the immunity at an optimal level.

It has remained unclear how immune cell migration and transport of soluble components within the lymphatics determine the quality and quantity of the immune response (3). It is known that LN LECs can efficiently scavenge and present peripheral antigens on MHCI to induce tolerance by specific deletion of autoreactive CD8^+^ T cells. Moreover, LN LECs can phagocytose, process exogenous antigen and cross-present it to naïve CD8 T cells. However, the dominant expression of co-inhibitory molecules and lack of co-stimulatory molecules by LECs can lead to specific deletion of reactive lymphocytes (20–22). The results of this work strongly suggest that Clever-1 on lymphatic vasculature is an important regulator of DC trafficking and simultaneously an immunomodulator of DC activity when evoking immune responses in the dLNs. Indeed our data showed that knockdown of Clever-1 from human lymphatic endothelial cells leads to a more activated phenotype of DCs in co-cultures. As Clever-1 is also a scavenger rapidly recycling between the plasma membrane and endosomal compartments and being able to scavenge both endogenous and exogenous antigens such as acetylated LDL, placental lactogen, apoptotic cells and bacteria (23–27), it may as well participate in antigen processing.

Clever-1 is expressed rather uniformly both on the afferent and efferent arms of the lymphatics and can play its effects at sites of its expression. In this study, we could demonstrate by both exogenous and endogenous DCs that in the absence of Clever-1 on lymphatics DCs do not enter the afferent lymphatics in a normal fashion. However, as DCs exert their function in the dLNs by presenting antigens and do not normally leave these nodes *via* the efferent lymphatic vessels (28), the contribution of Clever-1 in the efferent lymphatic arm seems mainly to be in the lymphocyte exit from the nodes (9).

Besides directly investigating DC traffic *via* the afferent lymphatics to the dLNs and consequences in the nodes, we also used a more complex model, namely a contact hypersensitivity model, that allowed us to analyze the summation of the lymphocyte exit from the nodes draining the belly area used for the sensitization and also the entrance *via* the blood vessels to the site of challenge in the ears. Based on normal or even slightly accelerated immune response in the draining lymph nodes as shown in the OVA immunizations and reduced ear swelling at the site of challenge in the contact hypersensitivity experiments, the possible reasons for this phenomenon are: impairment either in the exit of OXA-specific T cells from the draining nodes *via* the efferent lymphatics, their entrance into the ear *via* the blood vessels or both. In this context, it is important to note that although Clever-1 is absent from normal flat walled endothelial cells, it is induced on this type of vessels at sites of inflammation (9, 29). Based on the transfer experiments presented in **Figure 6E** we suggest that both components are involved as exemplified in **Figure 8**. It should also be noted that macrophages deficient of Clever-1 have an increased pro-inflammatory phenotype (30) and could contribute to the increased inflammatory microenvironment that we observed in the LN and ear of Clever-1 KO mice at steady state. This most likely can additively stimulate the increased MHC II expression on migratory DCs.

**Figure 8:**
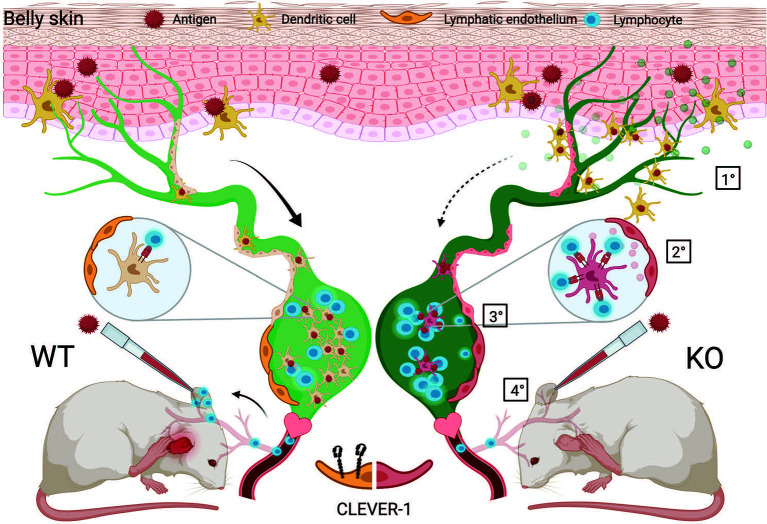
Schematic presentation of the proposed action points of Clever-1. **1)** DC migration from the skin into the draining lymph nodes *via* lymphatic vessels is impaired in the absence of Clever-1 when mice are sensitized with an antigen on the skin. **2)** However, the DCs that end up in the LN show good capacity to activate T cells. This is due to a less tolerogenic interaction of the migrating DCs with Clever-1 deficient lymphatic vessels. **3)** When leaving the lymph node, the activated T cells cannot egress the Clever-1 KO LN as efficiently as in the WT situation and also **4)** the lack of Clever-1 expression on blood vessels at the site of inflammation impairs the homing of T cells into the tissue. This reduces the inflammatory reaction when mice are re-challenged in the ear with the same antigen.

Immunomodulatory roles for the lymphatic endothelium have been realized during recent years. For example, they can promote tolerance as well as archive and present antigens (31). Lymphatic endothelial cells are known to attenuate inflammation *via* suppression of the maturation of DCs (32). Also, it has been shown that lymphatic endothelial cells can archive, store and present antigens to DCs and prime naïve CD8 T cells into memory cells (33, 34). Moreover, it has been reported that DCs spend considerable time and closely interacting with endothelial cells of afferent lymphatics (35). Moreover, DCs form contacts with intra-lymphatic T cells during their journey indicating that modulation of adaptive immunity occurs already in afferent lymphatics before entering the LNs. In this scenario, Clever-1 deficient lymphatics are not able to down modulate the activity of DCs, which then effectively prepare T cells to provoke an accelerated immune reaction within the dLNs. Indeed, DCs co-cultured with Clever-1 silenced HDLECs, express higher levels of MHCII, and consequently, when used in MLR assay, the proliferation of naïve CD4^+^ T cells significantly increases. These data are further supported by our RNAseq analyses of LECs from WT and KO mice. They unambiguously demonstrate that the LECs of the KO mice have higher expression of pro-inflammatory genes (*Ilb, Ifi202b, S100A9, Csf3, Madcam1*) than their WT controls. Moreover, upon inflammation Clever-1 KO LECs up-regulated genes regulating migration, maturation, activation and tolerance (*Ackr2*, *Csf2, Tlr3*) whereas they downregulated several MHC I and II genes. 

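*S100a9* encodes a calcium-binding alarmin of neutrophils and lies on chromosome 3 from 90692630 to 90695721. It had 15.6 ± 2.90 TPM (SD, n = 4) in KO and 3.58 ± 1.81 TPM (SD, n = 4) in WT LECs at steady state (log2 fold change 1.94, standard error 0.275, limma adjusted p = 0.00293). The 4 KO libraries held 11.3 to 17.4 TPM and the 4 WT libraries 1.41 to 5.74 TPM. *S100a8*, the partner of *S100a9* on the same chromosome, had 25.4 ± 8.17 TPM (SD, n = 4) in KO and 10.6 ± 7.84 TPM (SD, n = 4) in WT LECs. For *Il1b* the KO libraries held 11.1 to 16.4 TPM and the WT libraries 3.02 to 6.88 TPM. The KO libraries lay above the WT libraries without overlap also for *Csf3* (15.0 to 22.4 against 5.10 to 8.63 TPM) and *Madcam1* (762 to 899 against 344 to 421 TPM). After OVA, *Il1b* was at 4.20 ± 3.77 TPM (SD, n = 4) in KO and 1.94 ± 0.204 TPM (SD, n = 4) in WT LECs, and *S100a9* at 1.90 ± 2.03 TPM (SD, n = 4) and 3.73 ± 4.55 TPM (SD, n = 4). The fall of *S100a9* in KO LECs after OVA had a log2 fold change of -2.79 (standard error 0.43, limma adjusted p = 0.000293). *Ifi202b* was at 20.9 ± 13.7 TPM (SD, n = 4) in KO inflamed and 0.0474 ± 0.0677 TPM (SD, n = 4) in WT inflamed LECs (exact permutation test, p = 0.0286).

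**Figure D6:**
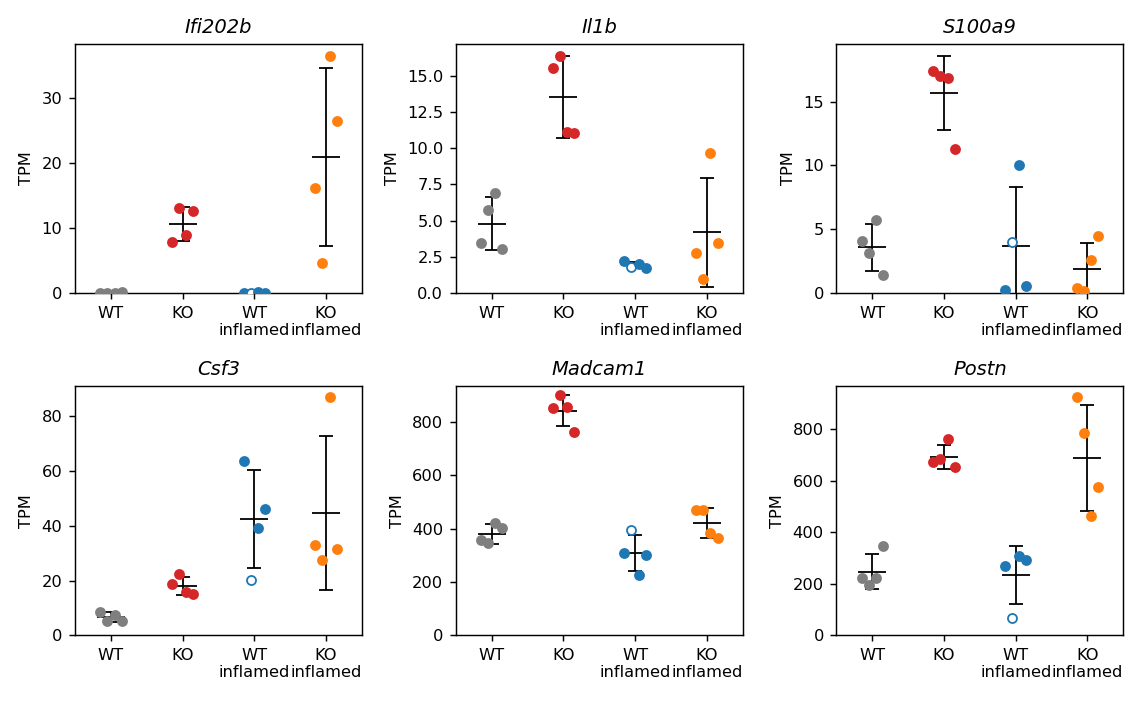
TPM of *Ifi202b*, *Il1b*, *S100a9*, *Csf3*, *Madcam1* and *Postn* in each LEC library at steady state and after OVA (points, WT inflamed replicate 2 hollow), with the mean and SD of each group (black). At steady state the 4 KO libraries lie above the 4 WT libraries for each of the 6 genes.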

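Of 11 tested MHC class II genes, 7 were lower and 0 higher in KO LECs after OVA, with the same counts when adjusted over the list alone (median log2 fold change -1.24; limma's camera, adjusted p = 3.93e-10, and 0.139 with an estimated correlation). Of 10 tested in WT LECs, 8 were lower and 0 higher, with the same counts when adjusted over the list alone (median -1.34; limma's camera, adjusted p = 3.15e-11, and 0.0642 with an estimated correlation). Markers of some leukocytes, which can be rich in MHC class II, lay lower too, with a median of -1.17 in KO and -1.43 in WT LECs for macrophage markers. Dendritic cell markers went both ways, with medians of 0.0432 in KO and -0.102 in WT LECs. *H2-Ab1*, a beta chain of MHC class II on chromosome 17, fell from 168 ± 13.5 TPM (SD, n = 4) to 46.9 ± 10.1 TPM (SD, n = 4) in KO LECs (log2 fold change -1.84, standard error 0.135, limma adjusted p = 3.28e-06). In WT LECs *H2-Ab1* fell from 178 ± 16.1 TPM (SD, n = 4) to 62.0 ± 13.1 TPM (SD, n = 4) (log2 fold change -1.52, standard error 0.177, limma adjusted p = 0.00214). *Cd74*, the invariant chain, had a log2 fold change of -1.43 in KO (standard error 0.116, limma adjusted p = 5.69e-06) and -1.23 in WT LECs (standard error 0.126, limma adjusted p = 0.00119).
Of 23 genes of MHC class I presentation in KO LECs, 2 were higher, 1 was lower and 20 did not pass, with the same counts when adjusted over the list alone, and 0 were higher and 1 was lower with the median ratio. The lower gene was *H2-Q7*, with 504 ± 31.6 TPM (SD, n = 4) after OVA and 1268 ± 81.5 TPM (SD, n = 4) before (log2 fold change -1.33, standard error 0.064, limma adjusted p = 4.69e-07). Reads may be shared among the H2 genes, which makes this value uncertain. In WT LECs *H2-Q7* had a log2 fold change of -0.82 (limma adjusted p = 0.108), and -1.10 without WT inflamed replicate 2 (limma adjusted p = 1.14e-05). *H2-K1*, a heavy chain of MHC class I, fell from 7036 ± 239 TPM (SD, n = 4) to 4683 ± 307 TPM (SD, n = 4) in KO LECs, a log2 fold change of -0.59 (standard error 0.058, limma adjusted p = 1.74e-05) under the threshold of 1. Its log2 fold change in WT LECs was -0.53 (standard error 0.106, limma adjusted p = 0.0208). *Pdia3*, a chaperone of peptide loading, rose with a log2 fold change of 1.07 in KO LECs (standard error 0.059, limma adjusted p = 8.12e-07). Of the genes of MHC class I presentation in WT LECs, limma passed 0, also when adjusted over the list alone, and 2 higher and 1 lower without replicate 2. The interaction of genotype and OVA had a camera adjusted p of 0.00732 for MHC class II and 0.000165 for MHC class I, and 0.337 for both with an estimated correlation.

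**Figure D7:**
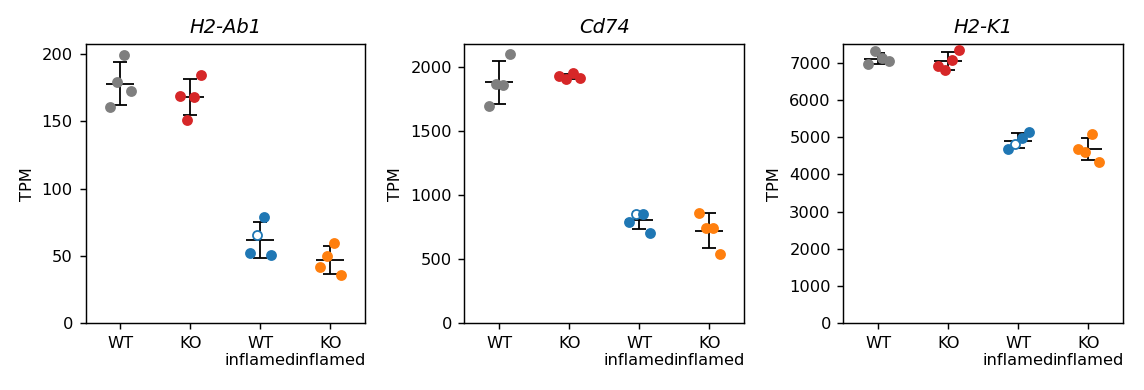
TPM of *H2-Ab1*, *Cd74* and *H2-K1* in each LEC library (points, WT inflamed replicate 2 hollow), with the mean and SD of each group (black). All inflamed libraries lie below all steady state libraries of their genotype for each of the 3 genes.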

*Ackr2* exerts its effects as a decoy receptor for quite a variety of chemokines regulating leukocyte trafficking, *Csf2* is important in DC homeostasis and activation and *Tlr3* is involved in tolerance (36–39). The downregulation of antigen-presenting molecules on the inflamed-LECs could possibly prevent the deletion of reactive T cells since they no longer would effectively present antigen improving DC-mediated T cell activation.

Based on these results, we like to consider that while Clever-1 deficiency at steady-state increases the pro-inflammatory state, additional inflammatory insults lead to tissue resolution to sustain homeostasis and prevention of overt inflammatory reactions. Whether this is a compensatory mechanism created during the lifetime of Clever-1 KO mice remains unknown. We have earlier shown that Clever-1 can directly bind B cells and CD8 T cells (12), although the counter-receptor on those cells has not yet been identified. The current RNAseq results demonstrate that lack of Clever-1 causes marked changes to various genes encoding important regulators and therefore, its absence may indirectly affect a multitude of immune functions in the body. The exact mechanisms remain to be elucidated.

However, since Clever-1 has been shown to regulate the immunosuppressive activities of human monocytes (40) and mouse macrophages (30) our results suggest that lymphatic Clever-1 has similar properties besides its involvement in the trafficking of DCs. As Clever-1 is currently a therapeutic target in cancer trials, the treatment is expected to have consequences also on lymphatics. Although KO mice are not equivalent to patients receiving anti-Clever-1 antibody, based on the findings of this work we envision that the lymphatics contribute together with macrophages to the immune activation seen in the trial patients (41).

## Data Availability Statement

RNA sequencing data have been deposited in the Gene Expression Omnibus database under the accession no. GSE148730 and the unique reagents and mice are available at request from the corresponding author.

## Ethics Statement

The studies involving human participants were reviewed and approved by the ethical board of Turku University Hospital. The patients/participants provided their written informed consent to participate in this study. All animal experiments were approved by The Finnish Act on Animal Experimentation (62/2006; animal license number 5762/04.10.07/2017).

## Author Contributions

ST, JD, DE, and RV performed the experiments. AT and KE performed the RNA seq analyses. MH and SJ designed and supervised the work. SJ wrote the first draft. All authors contributed to the article and approved the submitted version.

## Funding

This project was supported by the Finnish Academy, Sigrid Juselius Foundation, Jane and Aatos Erkko Foundation, the Finnish Cancer Foundation, Alfred Kordelin Foundation, and Finnish Cultural Foundation.

## Conflict of Interest

MH and SJ own stocks of Faron Pharmaceuticals.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Lymphatic Endothelial Cell Activation and Dendritic Cell Transmigration Is Modified by Genetic Deletion of Clever-1
**Source:** Front Immunol. 2021 Mar 4;12:602122. doi: 10.3389/fimmu.2021.602122
**Supplement:** Supplementary file 1

**Supplementary Figure Legends**

**Supplementary Figure 1. Morphological appearance of lymphatics and the number of DCs in KO mouse skin are normal. (A)** Confocal imaging of dLNs of KO mice and their WT controls at steady state. **(B)** Confocal imaging of ear section of KO mice and their WT controls at steady state. Blue arrowheads indicate a collecting lymphatic vessel and red arrowheads indicate a capillary lymphatic vessel. **(C, D)** Confocal z-stack images of whole-mount ear dermis, indicating the normal structure of LVs of KO ear dermis compared to their WT control **(C),** and quantification of LYVE-1+ area **(D**); each dot represents one ear**. (E)** Flow cytometric analysis of ear-skin DCs at steady state; each dot represents one mouse. **(F)** quantification of the number of CD45+ cells in the ears skin of WT and KO mice. Each dot represents one mouse. **(G)** CD40 expression by DCs recovered from the draining popliteal LNs 18 hours after OVA (in incomplete Freund’s adjuvant) injection and analysed by flow cytometry; each dot represents 2 pooled animals. **(H)** Clever-1 expression in the ear skin 2 days after OXA challenge and comparison to KO mouse-ear staining at steady state. The arrowheads point to a lymphatic vessel. Data are expressed as means ± SEM. Two-tailed Student’s t-test. Scale bars **(A)** 200 µm, **(B)** 20 µm and **(C)** 200 µm and **(H)** 10μm.

**Supplementary Figure 2. Canonical pathway analysis of up-and down-regulated genes in WT and KO LECs upon footpad injection with OVA. (A)** Transcripts Per Million (TPM) of genes encoding LEC markers in Clever-1 KO mice and their WT controls at steady state; each dot represents two mice, Student’s t-test. **(B)** Transcripts Per Million (TPM) of genes encoding LEC markers in Clever-1 KO mice and their WT controls, one day after OVA (in incomplete Freund’s adjuvant) injection; each dot represents two mice, Student’s t-test. **(C)** Canonical pathway analysis of up-and down-regulated genes in WT and KO LECs upon footpad injection with OVA. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001, Pearson’s correlation coefficient. **(D)** Genes in WT (upper panel) and KO (lower panel) LECs (Fold Change ≥ 2) belonging to the altered pathways shown in (Fig. 5G).

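TPM in panels A and B are each gene's share of a library's transcripts, corrected for gene length, so each dot compares libraries without their sequencing depth. In LECs 1 day after OVA, *Pdpn* had 121 ± 23.7 TPM (SD, n = 4) in WT and 152 ± 7.08 TPM (SD, n = 4) in KO LECs (exact permutation test, two-sided, p = 0.0571). *Pecam1* had 862 ± 378 TPM (SD, n = 4) in WT and 1114 ± 67.1 TPM (SD, n = 4) in KO LECs (exact permutation test, p = 0.143). *Prox1* had 71.2 ± 36.7 TPM (SD, n = 4) in WT and 97.8 ± 10.3 TPM (SD, n = 4) in KO LECs (exact permutation test, p = 0.171). *Flt4* had 379 ± 172 TPM (SD, n = 4) in WT and 520 ± 37.2 TPM (SD, n = 4) in KO LECs (exact permutation test, p = 0.143). The lowest value of *Prox1* was in WT inflamed replicate 2, at 16.8 TPM against 82.2 to 95.3 TPM in the other WT inflamed libraries. *Stab1* had 369 ± 195 TPM (SD, n = 4) in WT and 7.45 ± 1.54 TPM (SD, n = 4) in KO inflamed LECs (exact permutation test, p = 0.0286).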

**Supplementary Figure 3. Different immune status in the skin of WT and KO mice.** Expression of cytokines in the ear skin of Clever-1 WT and KO mice at steady state, 24h-OXA treated ears (application of OXA onto the ears 24h earlier), 1 and 2 days after OXA challenge. Each data point represents one mouse. Data are expressed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001, One-way ANOVA with Tukey’s multiple comparison test.

**Supplementary Figure 4. Silencing Clever-1 in HDLECs alters their functional behaviour by increasing DC activation and T cell proliferation. (A)** Representative flow cytometry histogram of Clever-1 expression by LECs three days after siRNA silencing. Clever-1 was detected by AF647 conjugated 9-11 antibody. An isotype-matched antibody was used as a negative control. **(B)** Representative flow cytometry histograms and quantifications of MHCII, CD40 and CD80 expressed by moDCs co-cultured with siClever-1 or control-treated HDLECs for two days. An isotype-matched antibody was used as a negative control. (n=7, data are expressed as Boxplots where Min and Max values are shown as whiskers, Wilcoxon matched-pairs signed-rank test, *P < 0.05). **(C)** Flow cytometry plots of proliferating T cells and quantification of the percentage of proliferated T cells, co-cultured with moDCs and siClever-1 or control-treated HDLECs for 7 days. Each dot represents a different mixed leukocyte reaction. Data are expressed as mean ± SEM. *P < 0.05, two-tailed Student’s t-test.

How the deposited data were processed for this re-analysis (not part of the article)

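RNA of sorted popliteal and brachial LN LECs was sequenced in 16 libraries, 4 for each of 4 groups (WT and KO at steady state, and WT and KO 1 day after OVA). Every library was used. The authors deposited TPM of each gene and library, made with STAR and salmon by the paper and with STAR, Subread and limma by the sample labels. TPM are scaled within each library and keep no depth, so the depth per library is unknown and precision is given by the spread of 4 libraries. The authors' tables of changed genes hold log2 fold changes with their standard errors, and log2 mean normalized counts of each group. The same deposited tables give each gene a q value that the authors adjusted over genes, and they list only genes past the authors' thresholds. These tables were used only to compare directions, fold changes and counts.

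The 3 deposited TPM tables repeat 8 library columns, and 0 of the repeated values differ, so all libraries were read as 1 set on a common scale. In each table 26 gene names had been turned into dates and were dropped, which left 24946 names. Another 4 deposited tables were not used here, because 3 repeat others and 1 is a hand-picked part of them. A column of mean counts was not used either.

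Values were taken as log2(TPM + 1), and genes with at least 1 TPM in at least 4 libraries of a comparison were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend), adjusted after Benjamini and Hochberg. A gene passed at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, which are the paper's thresholds. The comparisons were KO against WT at steady state, inflamed against steady state in each genotype, KO inflamed against WT inflamed, and the interaction of genotype and OVA over 16 libraries. No replicate term was fitted, since the paper names no pairing. Single values were compared with two-sided exact permutation tests, whose smallest p is 0.0286. Gene lists, 34 in number, were fixed before the data were examined, but with the genes of Fig. 5C known. Those with at least 5 tested genes were tested with limma's camera at a correlation of 0.01, with an estimated correlation, and with fry. Python 3.11.15 read the reference, and matplotlib 3.10.9 drew the figures. Positions came from RefSeq genes on GRCm38, the assembly of mm10. Transcript lengths were the median over each gene's protein-coding transcripts in GENCODE. Called genes within 20 Mb of *Stab1*, and in windows of 20 Mb, were counted with one-sided Fisher's exact tests.

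The tests were tested on simulated values, drawn for each gene as the mean of 1 group plus independent noise of that gene's spread. In them 100 genes were changed by 1.5 log2 units and 100 by 3, chosen only among genes well above 1 TPM. Recovery of lower genes, and in libraries with an outlier such as WT inflamed replicate 2, was not measured. Single genes were named by a rule set before the data were examined: every gene the paper names, the 8 highest and 8 lowest log2 fold changes of each comparison of the paper among genes that passed without overlap of the libraries and reached a mean of 5 TPM, 5 per direction for the interaction, and up to 4 members of each list described. Gene models without a gene name were left out. Values of Fig. 5C had been seen in the paper before. *S100a8*, *Ngp*, *Camp*, *Elane*, *Mpo*, *Il10*, *Il10ra* and the genes of the comparison of KO inflamed with WT inflamed LECs were chosen after their values were seen.

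The alternatives were pseudocounts of 0.1 and 5 TPM, no filter and a minimum of 5 TPM, rescaling by the median ratio, quantile normalization, eBayes without trend, array weights, a term for the replicate number, no fold change threshold, a fit over all 16 libraries, a distance of 10 Mb, and leaving out each library in turn. Rescaling by the median ratio together with leaving out WT inflamed replicate 2 was added after the data were seen. A change of sign was not counted as a reversal where the gene passed in neither setting. The flow cytometry, imaging and cell experiments of the paper were not analysed here, nor were its pathway predictions, which need software and databases not used here.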

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

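The tests of transcript length, of the label and of the added spread for WT inflamed replicate 2, and of 129 DNA far from *Stab1*, were chosen after the results were seen. Library measures and genes were looked at in 208 groups of 4 libraries for a library far from the other 3, by its gap to the nearest of them over the range of the group. At the 95% limit of Dixon's test chance gives about 1 such library in 20 groups, and 16 were found. Of these, 5 were WT inflamed replicate 2. Its gaps were 0.873 for genes at 1 TPM or more (10903, against 11977 to 12133 in the other WT inflamed libraries), 0.889 for the share of the 50 highest genes (25.8%, against 19.9 to 20.5%), 0.934 for the median log2 level (3.07, against 4.03 to 4.10), 0.91 for the SD of the deviation from the group (0.969, against 0.482 to 0.526) and 0.834 for *Prox1* (16.8 TPM, against 82.2 to 95.3).

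The remaining 11 groups involved several libraries. KO replicate 4 at steady state had fewer genes at 1 TPM (gap 0.863, 11898 against 12068 to 12095) and lower *S100a9* (0.907, 11.3 against 16.9 to 17.4 TPM). Also at steady state were *H2-Aa* in WT replicate 3 (0.83, 153.9 against 131 to 134.9 TPM), *Pdpn* in WT replicate 2 (0.871, 69.9 against 76.0 to 76.9 TPM) and *Rgcc* in KO replicate 2 (0.876, 10.7 against 4.78 to 5.51 TPM). WT inflamed replicate 4 had higher *Car4* (0.983, 380.8 against 301.6 to 303 TPM) and lower *Lcn2* (0.908, 255.7 against 448.9 to 468.4 TPM). In KO inflamed libraries these were *Cd79a* in replicate 1 (0.944, 3.85 against 6.54 to 6.70 TPM), *Fgf23* in replicate 3 (0.867, 130.7 against 76.5 to 83.7 TPM), and in replicate 2 *Iigp1* (0.832, 407.9 against 603.8 to 643.3 TPM) and *Tlr3* (0.893, 30.5 against 43.6 to 45.2 TPM).

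Between the genotypes, 2 gene lists responded differently to OVA in the interaction of limma's camera with an estimated correlation. These were the high endothelial venule and blood endothelial list (adjusted p = 0.0456, median difference -0.57) and the neutrophil and myeloid granule list (adjusted p = 0.00622, median difference -0.80). Without WT inflamed replicate 2 these adjusted p were 0.0587 and 0.00736, so that the venule list no longer passed, while the B cell list did (adjusted p = 0.0115). With fry 0 lists passed with all libraries and 2, the neutrophil and the B cell list, without this library. The KO and WT steady state libraries enter the interaction as well, and there 3 of 18 venule genes were higher, 1 was lower and 14 did not pass, and 4 of 9 neutrophil genes were higher and 5 did not pass. At steady state the camera adjusted p with an estimated correlation was 0.16 and 0.104. In a comparison that the paper reports for LEC markers alone (Supplementary Figure 2B), limma found 38 genes different between KO inflamed and WT inflamed LECs. Also outside what the paper discusses, genes that differed between KO and WT LECs at steady state clustered in 4 windows of 20 Mb, on chromosome 1 from 160 Mb (adjusted p = 0.00198, 8 genes), chromosome 12 from 100 Mb (adjusted p = 0.00451, 7 Serpina genes), chromosome 14 from 40 Mb (adjusted p = 0.0284, 6 genes) and chromosome 10 from 20 Mb (adjusted p = 0.0284, 4 genes), by one-sided Fisher's exact tests adjusted over windows.

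WT inflamed replicate 2 stood apart, and more genes passed in the KO than in the WT response. A wrong label, the library not being inflamed, is argued against by 62% of 531 short genes of the KO response lying beyond all 4 WT steady state libraries on the side of the response, against 21.3% on the other side (92.8 to 94.2% in the other WT inflamed libraries). Loss of long transcripts may explain part of the difference, since its deviation fell with transcript length across genes (Spearman's rho -0.459), with a median of -1.27 over 1944 genes above 4000 bases and -0.263 over 5591 genes up to 2000 bases. Yet over 381 of the 531 short genes its change from WT steady state had a median of 0.511 of that in the other WT inflamed libraries (quartiles 0.0794 and 0.878). For each of those libraries the same measure was 0.95 to 1.01. Length alone may therefore not account for this library, and what else differs was not tested. The spread of this library may also explain the fewer genes of the WT response, which rose from 476 to 1052 without it, next to 1152 in KO LECs. A difference between the genotypes in their response stays open, with 0 genes past the limma interaction (542 at an unadjusted p under 0.05) and 6 without this library (899). On average chance alone would give more than 542 genes at that unadjusted p, but fewer than 899.

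Genes that differed between KO and WT LECs at steady state were more frequent near *Stab1*. Carried-over 129 DNA beside the null allele may account for those within 20 Mb, since the paper describes a mixed background of C57BL/6N and 129SvJ. The odds ratio was 6.77 (one-sided Fisher's exact test, p = 5.24e-05), and 5.92 without *Stab1* itself (p = 0.000323 in the same test). For genes farther away, 129 DNA elsewhere cannot be told apart from an effect of Clever-1, because both predict the same direction between the inflamed groups, seen for 93.9% (77 of 82). Between the inflamed groups 2 of 38 genes, *Stab1* and its neighbour Nt5dc2, lay within 20 Mb (odds ratio 4.10, one-sided Fisher's exact test, p = 0.0927). *Stab1* is the deleted gene and lies there by design, so this test rests on Nt5dc2 alone and cannot decide. The values above argued against neither 129 DNA nor an effect of Clever-1. A loss of Clever-1 as the biological cause stays open and was not tested against the strain, for which no variants were read.

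RNA of other cell types may add to several differences, although the sort took CD45-negative and podoplanin-positive cells. For the higher neutrophil genes of KO LECs at steady state the other 6 tested genes of the list had a median log2 fold change of 0.446, all above 0, but the camera test with an estimated correlation gave an adjusted p of 0.104, *Ngp* (12.5 TPM) exceeded 1 TPM in KO replicate 3 alone and *Elane* (5.42 TPM) and *Mpo* (7.21 TPM) in WT replicate 1 alone. For the higher venule genes, the other list members had a median of 0.424, against 1.14 for *Fut7*, *Glycam1* and *Madcam1*, so more blood endothelial RNA cannot be told apart from a change in LECs, which also express some of these genes. Fewer leukocytes as the source of lower immune genes in KO inflamed LECs stay undecided, since the lists of T and NK cells (median -1.06), B cells (-0.821), macrophages (-1.17) and, outside the planned test, neutrophils (-1.065) lay lower, while dendritic cell genes went both ways, with a median of 0.0432 (quartiles -1 and 0.296) below the 0.238 of all genes. A change of LECs by genotype or OVA stays open as the biological explanation.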

How the results depend on the processing

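Leaving out WT inflamed replicate 2, and rescaling by the median ratio together with it, were looked at more closely after the data were seen, and the latter was not planned. For the genes named in the text, 4351 values were recomputed: 4175 kept their direction and their side of the threshold, 142 no longer passed, 34 passed only in the alternative, and 0 reversed. Of 5 LEC markers, *Stab1* alone had an exact permutation p under 0.05, in both states (2 results), and this held on the linear scale and with the median ratio. The design adjusts over the 5 markers, and after that none passed, since the smallest p then becomes 0.143 for a lone marker. The odds ratio near *Stab1* was 6.77, and 6.32 within 10 Mb, both with *Stab1* itself counted. Within 20 Mb and without *Stab1* it was 5.92. Depth is unknown and was not varied. The cause was not tested for the changes below, except where a setting tests fewer genes, libraries or thresholds by construction.

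At steady state, 99 genes passed, 45 with a pseudocount of 5, 65 in a fit over 16 libraries and 218 without a fold change threshold. In the WT response, 476 passed, 262 with a pseudocount of 5, 317 with the stricter filter, 1085 with array weights and 1000 with the median ratio and WT inflamed replicate 2 left out. In the KO response, 1152 passed, 539 with a pseudocount of 5 and 7330 without a fold change threshold. Between the inflamed groups, 38 passed, 19 with the stricter filter, 89 with array weights, 74 in a fit over 16 libraries and 76 with the median ratio and WT inflamed replicate 2 left out. The interaction passed 0 genes in limma, with 542 at an unadjusted p under 0.05, fewer than chance gives on average. It passed 1 with a pseudocount of 5, quantile normalization or eBayes without trend, 2 without a filter or with the median ratio, 11 with array weights and 3 with the median ratio and WT inflamed replicate 2 left out. Both responses shared 332 genes, 182 with a pseudocount of 5, 752 with array weights and 591 without a fold change threshold.

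The replicate numbers did not pair the libraries: 24 correlations between libraries of 1 number ran from -0.135 to 0.179, and 3 of 16 libraries were closest to their own number. With a replicate block the WT response had 265 genes, the inflamed groups differed in 20, both responses shared 206, and steady state had 95, the KO response 1171 and the interaction 0.

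Leaving out each library in turn gave 74 to 89 genes at steady state, 207 to 1052 in the WT response, 1005 to 1240 in the KO response, 9 to 78 between the inflamed groups, 0 to 6 in the interaction and 167 to 726 in both responses. Of these, 1052, 78, 6 and 726 are without WT inflamed replicate 2. The WT response fell to 207 to 281 without any other library, and both responses to 167 to 185 without a WT steady state library and to 197, 201 and 193 without WT inflamed replicates 1, 3 and 4. Between the inflamed groups 17, 17 and 24 genes passed without WT inflamed replicates 1, 3 and 4, and 9, 10, 12 and 10 without KO inflamed replicates 1 to 4. The interaction passed 2 genes without WT steady state replicate 3 and 1 without WT inflamed replicate 4 or KO inflamed replicate 3.

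Scaling changed which direction held more genes. Of the KO response 780 were higher and 372 lower, 403 and 615 with the median ratio, and 447 and 550 with quantile normalization. The WT response had 239 and 237, 336 and 221 with the median ratio, 352 and 244 with quantile normalization, 714 and 371 with array weights, 697 and 355 without WT inflamed replicate 2, and 458 and 542 with the median ratio and WT inflamed replicate 2 left out.

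Of the gene lists, limma's camera passed 7 at steady state, 17 in each response and 13 in the interaction, and with an estimated correlation 0, 0, 0 and 2. With fry 4 passed in the WT response, 26 in the KO response and 0 in the interaction, and without WT inflamed replicate 2 fry passed 23 in the WT response and 2 in the interaction. Leaving out 1 library gave 7 to 10, 16 to 18, 16 to 18 and 12 to 16 lists.

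The real grouping passed more genes than any of 34 other splits of the libraries. At steady state 99 passed against at most 3, and in the WT response 476 against at most 3. In the KO response 1152 passed against at most 3, and between the inflamed groups 38 against at most 2. With 35 splits the real one can rank no better than 1 of 35, so chance is not excluded. The splits also cannot tell genotype or OVA from anything else that differs between the groups. For the lists the real count was the highest in the WT response (17, at most 16), where 0 lists passed with an estimated correlation. It was not the highest at steady state (7, at most 10), in the KO response (17, at most 18) or in the interaction (13, at most 21 in 100 splits drawn). At least as many lists passed, the real split included, in 17 of 35 splits at steady state and in 3 of 35 in the KO response. In the interaction this held for 7 of 100. These counts of lists therefore cannot be told from chance. For the genes of the interaction the splits (at most 7) cannot tell anything, since the real count is 0.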

Differences from the paper's values

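The closer look at values without WT inflamed replicate 2 was chosen after the data were seen, although leaving out each library was planned. At steady state the paper counts 162 genes, and 99 passed here at the paper's thresholds. Of 19 alternatives set before the data were examined, the count came within 1.5 times the paper's with a pseudocount of 0.1 (110), array weights (108) and no fold change threshold (218), and not in the other 16 (45 upward). The paper counts 75 lower genes, and 47 were lower here. The difference closed in the same 3 settings (52, 51 and 97) and not in the other 16. The paper counts 87 higher genes, and 52 were higher here. This closed with a pseudocount of 0.1 (58) and without a fold change threshold (121), and not in the other 17.

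For the WT response the paper gives 400 higher genes, and 239 were higher here. The difference closed with the median ratio (336), quantile normalization (352), a fit over 16 libraries (383) and no fold change threshold (308), and not in the other 15 (109 to 714). In the authors' deposited tables 400 and 274 are the higher and lower genes that both genotypes share, while 599 and 405 genes were higher and lower in WT LECs. The matching counts here were 181 and 151 shared genes, and 239 and 237 in WT LECs. The settings above therefore closed a difference between unlike counts.

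The paper gives 899 additional lower genes in KO LECs, and 221 were found here. None of 27 alternatives came within 1.5 times the paper's count: it stayed lower in 26 (107 to 453) and was higher without a fold change threshold (1687). The paper gives 326 additional higher genes, and 599 were found here. This closed with a pseudocount of 5 (250), quantile normalization (220), array weights (281), a fit over 16 libraries (367) and without WT inflamed replicate 2 (287), and not in the other 22 (191 to 5052). Among these additional genes the paper has more lower than higher ones, and here more were higher. The balance turned to the paper's side with the median ratio (191 higher and 453 lower) and with quantile normalization (220 and 371).

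For *Ifi202b* the paper shows a log2 ratio of about 8.5 in Fig. 5C, read by eye, and the value here was 3.45, and 1.62 to 6.24 over 14 alternatives, of which none closed the difference. For *Loxl2* it shows about -4.4 in Fig. 5C, read by eye, and the value here was -3.47, and -4.34 with a pseudocount of 0.1, the setting of 18 that closed the difference (-4.34 to -2.08). The scales are not the same, since log2(TPM + 1) understates the fold changes of low genes, and the value of *Ifi202b* is set by the pseudocount, with 2 WT libraries at 0. The log2 ratio of the mean TPM without a pseudocount, computed after the values were seen, was 7.79 for *Ifi202b* and -4.485 for *Loxl2*.

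The paper states that *Pdpn* differed significantly between KO and WT LECs, from Student's t-test, while the exact permutation test used here gave p = 0.0571 for a lower mean in KO LECs. The tests are not the same, and the t-test was not repeated. It names *Cd79a*, *Ephb6*, *Il17rd* and *Ptafr* among the changed genes, which did not pass here, with log2 fold changes of 0.91, -0.82, -0.91 and -0.84 (limma adjusted p = 0.0132, 0.0253, 0.0143 and 0.0828). *Cd79a* passed without KO replicate 4, *Ptafr* without KO replicate 1, *Ephb6* and *Il17rd* with a pseudocount of 0.1 and *Il17rd* also with array weights, and the other tested genes of Fig. 5C passed here. *Rnf128*, *Slit1* and *Rgs7*, which it also names, were under the limit for testing. The paper reports several MHC class I and II genes as lower in KO inflamed LECs. Here 7 of 11 genes of the class II list were lower and 0 higher. Of 23 genes of class I presentation 1 was lower and 2 were higher (1 and 0 with the median ratio, with a median log2 fold change of -0.36). Both lists also hold genes other than MHC chains, such as the chaperone *Pdia3*, one of the 2 higher genes, and the chains alone were not counted. *H2-K1* fell by 0.59 on the log2 scale, under the threshold of 1. It also reports lower transmigration of leukocytes at steady state, from a pathway analysis not repeated here, while of 35 adhesion and transmigration genes 3 (*Fut7*, *Glycam1* and *Madcam1*) were higher and 0 lower here. The median log2 fold change of these 35 genes was -0.11, with 14 above 0. It lay close to the -0.044 of all tested genes, so the list as a whole takes neither side. *Fut7* did not pass without any one of 6 libraries.

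The paper describes pathways that moved the opposite way in KO and WT inflamed LECs. Here MHC class II genes were lower in both genotypes (8 of 10 in WT and 7 of 11 in KO LECs), as were macrophage genes (9 of 16 and 10 of 17, with 1 higher in each). Of T and NK cell genes 1 of 12 was lower in WT and 7 of 13 in KO LECs, and none of these lists passed limma's camera with an estimated correlation. The pathway analysis itself was not repeated. It gives the rise of *Ackr2* and *Tlr3* for KO LECs, where both rose here as well, and both also passed in WT LECs with array weights (log2 fold changes 1.19 and 1.61) and without WT inflamed replicate 2 (1.33 and 1.55). *Csf2*, which the paper names with them, passed in KO (1.13, limma adjusted p = 0.00414) and not in WT LECs (-0.20, limma adjusted p = 0.939). It calls many changes specific to KO LECs. The authors' list of these was not tallied here. Of the genes that passed in KO LECs only in the tests here, 544 of 559 higher and 195 of 206 lower ones tested in WT LECs had the same direction there. The limma interaction passed 0 genes, with 542 at an unadjusted p under 0.05, fewer than chance gives on average.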

Other observations

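The tests of single genes between the inflamed groups were chosen after the values were seen. Lymph node LECs fall into subsets that line different sinuses. Of 20 genes that mark them, 1 was higher, 6 were lower and 13 did not pass in WT LECs after OVA, and 2 were higher, 7 lower and 11 did not pass in KO LECs, with the same counts when adjusted over the list alone. For the list, limma's camera gave adjusted p of 0.0369 in WT and 0.0071 in KO LECs, and 0.63 and 0.348 with an estimated correlation. With the median ratio these were 2 and 6, and 2 and 7, and with quantile normalization 1 and 6, and 2 and 5. Without WT inflamed replicate 2, 3 were higher and 5 lower in WT LECs. *Clec4g*, a lectin of sinus LECs, fell from 488 ± 32.7 TPM (SD, n = 4) to 105 ± 20.5 TPM (SD, n = 4) in WT LECs (log2 fold change -2.23, standard error 0.161, limma adjusted p = 0.000243). In KO LECs it fell from 447 ± 25.4 TPM (SD, n = 4) to 78.4 ± 15.8 TPM (SD, n = 4) (log2 fold change -2.52, standard error 0.124, limma adjusted p = 4.69e-07). *Ptn*, a secreted growth factor, fell from 85.3 ± 25.7 TPM (SD, n = 4) to 28.0 ± 8.14 TPM (SD, n = 4) in WT and from 50.7 ± 6.43 TPM (SD, n = 4) to 13.0 ± 1.45 TPM (SD, n = 4) in KO LECs (limma adjusted p = 0.0135 and 1.42e-06). *Ackr4*, a scavenging chemokine receptor of the subcapsular sinus, fell in WT LECs from 728 ± 75.1 TPM (SD, n = 4) to 316 ± 144 TPM (SD, n = 4) (log2 fold change -1.30, limma adjusted p = 0.0315), and in KO LECs by 1.32 on the log2 scale (limma adjusted p = 0.00686), with overlap of the KO libraries. *Ccl20* rose, with log2 fold changes of 2.77 in WT and 1.80 in KO LECs (limma adjusted p = 0.00397 and 3.93e-05). Whether single cells changed or the shares of subsets shifted was not tested.

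Between KO inflamed and WT inflamed LECs, which the paper compares for LEC markers alone, 23 of 38 genes were higher and 15 lower in KO LECs by limma. Without any one KO inflamed library 2 or 3 genes were higher and 7 to 9 lower, and quantile normalization gave 19 higher and 22 lower, so which direction holds more genes is not settled. Nt5dc2, a nucleotidase-like gene next to *Stab1* on chromosome 14 (31131089 to 31139124), had 580 ± 42.8 TPM (SD, n = 4) in KO and 52.6 ± 22.7 TPM (SD, n = 4) in WT LECs (log2 fold change 3.52, standard error 0.245, limma adjusted p = 0.000418). At steady state it had 271 ± 23.2 TPM (SD, n = 4) in KO and 56.0 ± 2.87 TPM (SD, n = 4) in WT LECs. Ctsl, which encodes the lysosomal protease cathepsin L, had 1218 ± 104 TPM (SD, n = 4) in KO and 552 ± 126 TPM (SD, n = 4) in WT inflamed LECs (log2 fold change 1.17, standard error 0.187, limma adjusted p = 0.0474). *Loxl2* stayed lower in KO LECs after OVA (2.46 against 36.4 TPM, log2 fold change -3.30, limma adjusted p = 0.0117), as did *Pttg1* (44.3 against 146 TPM, log2 fold change -1.69, limma adjusted p = 0.0117). Of the 99 genes that differed at steady state, 89 were tested between the inflamed groups, 84 had the same direction there and 27 passed the test (Pearson's r across genes 0.886). Of the 28 tested genes near *Stab1* or in the 4 windows, all 28 had the same direction, and of 61 others 56.

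Without WT inflamed replicate 2, the 6 genes of the limma interaction were Nt5dc2, Supt16, Rnase1, Tmem218, Snord118 and *Pttg1*, named after their values were seen. Nt5dc2, Supt16 and Rnase1 lie on chromosome 14, as does *Stab1*.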
